# Triggering a switch from basal- to luminal-like breast cancer subtype by the small-molecule diptoindonesin G via induction of GABARAPL1

**DOI:** 10.1038/s41419-020-02878-z

**Published:** 2020-08-15

**Authors:** Minmin Fan, Jingwei Chen, Jian Gao, Wenwen Xue, Yixuan Wang, Wuhao Li, Lin Zhou, Xin Li, Chengfei Jiang, Yang Sun, Xuefeng Wu, Xudong Wu, Huiming Ge, Yan Shen, Qiang Xu

**Keywords:** Breast cancer, Pharmacogenetics

## Abstract

Breast cancer is a heterogeneous disease that includes different molecular subtypes. The basal-like subtype has a poor prognosis and a high recurrence rate, whereas the luminal-like subtype confers a more favorable patient prognosis partially due to anti-hormone therapy responsiveness. Here, we demonstrate that diptoindonesin G (Dip G), a natural product, exhibits robust differentiation-inducing activity in basal-like breast cancer cell lines and animal models. Specifically, Dip G treatment caused a partial transcriptome shift from basal to luminal gene expression signatures and prompted sensitization of basal-like breast tumors to tamoxifen therapy. Dip G upregulated the expression of both GABARAPL1 (GABA_A_ receptor-associated protein-like 1) and ERβ. We revealed a previously unappreciated role of GABARAPL1 as a regulator in the specification of breast cancer subtypes that is dependent on ERβ levels. Our findings shed light on new therapeutic opportunities for basal-like breast cancer via a phenotype switch and indicate that Dip G may serve as a leading compound for the therapy of basal-like breast cancer.

## Introduction

Breast cancer is a heterogeneous disease comprised of different molecular subtypes, which can be identified through gene or biomarker expression analyses and are predictive of prognosis^1–3^. Luminal-like breast cancer, which includes luminal A and B subtypes, is characterized by the expression of estrogen receptor (ER) and/or progesterone (PR) and confers a more favorable prognosis partially due to anti-hormone therapy responsiveness^4^. Conversely, basal-like breast cancer, such as ER^-^ PR^-^ HER2^-^ triple negative breast cancer, has the highest recurrence rate and the worst overall survival rate among all the breast cancer subtypes^5^. The paucity of therapeutic targets and the poor disease prognosis have fostered a major effort to develop new treatment approaches for patients with basal-like breast cancer.

The distinguishing features of luminal and basal-like breast cancer cells have been explained by a cell-of-origin hypothesis, i.e., originating from luminal progenitors and breast epithelial stem cells, respectively^6^. However, recent studies have proposed luminal progenitors as the common origin of both luminal and basal-like breast cancers^7–9^. A tumorigenic subpopulation of luminal progenitors could dedifferentiate to acquire a basal-like phenotype. Indeed, basal-like cancer cells show a high degree of heterogeneity and plasticity^10–13^. Nuclear extracts of basal-like cancer cells are reported to be sufficient to induce a luminal-to-basal phenotype switch^11^. Moreover, loss of luminal-defining factors, such as forkhead box transcription factor (FOXA1) or GATA-binding protein 3 (GATA3), causes a shift from luminal to basal gene expression signatures^12–14^. A recent study demonstrated that intervention of platelet-derived growth factor (PDGF)-CC activity in mouse models results in the conversion of basal-like breast cancers into a luminal state that confers sensitivity to endocrine therapy^10^. Therefore, pharmacologic strategies for triggering the switch from basal-like cancer to a luminal subtype would benefit the clinical therapy of basal-like breast cancer patients.

GABARAPL1 (GABA_A_ receptor-associated protein-like 1), a member of the GABARAP family, is highly evolutionarily conserved^15^. Its coding gene was first identified as an early estrogen-induced gene^16^. Apart from its function in autophagy, GABARAPL1 plays a potential role during tumor progression^17,18^. *GABARAPL1* expression is robustly downregulated in breast tumors and those patients with high *GABARAPL1* levels have a low risk of metastasis^19^. GABARAPL1 overexpression inhibits cell proliferation, colony formation and invasion in breast cancers in vitro^19,20^. Decreased *GABARAPL1* expression has also been observed in patients with acute myeloid leukemia (AML)^21^. Interestingly, its expression can be induced during all-*trans* retinoic acid (ATRA)-induced neutrophil differentiation, implying a novel function in cell differentiation. Our previous study revealed that the oligostilbenoid natural product diptoindonesin G (Dip G) induced myeloid differentiation of AML cells to an equivalent or higher extent than ATRA^22^. Herein, we found that Dip G could induce cell differentiation in basal-like breast cancer cells. Gene profiling analyses showed that Dip G treatment caused a partial transcriptome shift from basal to luminal gene expression signatures. Such a phenotype switch conferred sensitivity to tamoxifen therapy in basal-like breast tumors. In addition, our data identified GABARAPL1, whose expression was increased by Dip G in an ERβ-dependent manner, as a functional regulator of the molecular subtype of breast cancer. These findings shed light on new therapeutic opportunities via a phenotype switch for basal-like breast cancer.

## Results

### Dip G induces luminal differentiation in basal-like cancer cells

A previous study reported that Dip G, a resveratrol aneuploid either naturally isolated from the stem bark of tropical plants such as *Hopea chinensis* or totally synthesized, has robust antiproliferative activity in cancer cells^22–24^. In line with these findings, a dose-and time-dependent inhibition of cell growth by Dip G was observed in the basal-like cancer cell lines MDA-MB-231, SUM1315, and MDA-MB-468 using the trypan blue dye exclusion, soft agar colony formation, and bromodeoxyuridine assays (Fig. S1). Pretreatment with various inhibitors, including a pan-caspase inhibitor (z-VAD-FMK), a necroptosis inhibitor (necrostatin-2) and an autophagy inhibitor (chloroquine), failed to reverse the antiproliferative activity of Dip G in MDA-MB-231 cells (Fig. S2). These results help to rule out the possibility that Dip G inhibits the growth of these basal-like cancer cells via induction of caspase-dependent apoptosis, necroptosis or autophagic cell death.

Given the strong correlation between cell growth arrest and the progression of cancer cell differentiation, we assessed cellular morphology and the expression of cell–cell adhesion molecules in Dip G-treated basal-like cancer cells. Both MDA-MB-231 and SUM1315 cells displayed a distinct appearance from the original spindle-shaped morphology after a 72-h treatment with 7.5-μM of Dip G (Fig. 1a). E-cadherin expression was increased, whereas the expression of vimentin and N-cadherin was decreased by Dip G at both the mRNA and protein levels in MDA-MB-231 cells (Fig. 1b, c). Using Oil red O staining to analyze neutral fat contents, we observed a higher intensity of Oil red O in the cells treated with Dip G, which is similar to the result with the cell differentiation inducer NaB (Fig. 1d). Notably, Dip G downregulated the expression of the basal-like genes *CD44* and *cytokeratin (CK) 5*, accompanied by upregulation of the luminal-like genes *FOXA1* and *GATA3* expression in a time-dependent manner (Fig. 1e). The wound-healing assay also showed that Dip G-treated MDA-MB-231 cells were less migratory than the untreated control (Fig. 1f), indicative of the functional property of luminal-like breast cancer cells. Furthermore, considering that CD44^+^ CD24^−^ subpopulation enriched in basal-like breast cancer cells has the stem/progenitor cell properties^25^, we evaluated the effects of Dip G on the stemness. Real-time RT-PCR analysis showed reduced levels of mRNA transcripts of stemness-associated genes, such as *EpCAM*, *ALDH1*, *BMI1*, and *NANOG*, in Dip G-treated MDA-MB-231 cells (Fig. 1g). Accordingly, Dip G reduced the percentage of CD44^+^ CD24^−^ cells and downregulated the canonical Wnt/β-catenin signaling pathway known to regulate the self-renewal and stemness of cancer cells, as evidenced by the increase in the levels of p-β-catenin (Ser33/37/Thr41) and p-β-catenin (Thr41/Ser45) and the decrease in the levels of p-β-catenin (Ser552), p-β-catenin (Ser675) and c-Myc in both MDA-MB-231 and SUM1315 cells (Fig. S3).

**Fig. 1:**
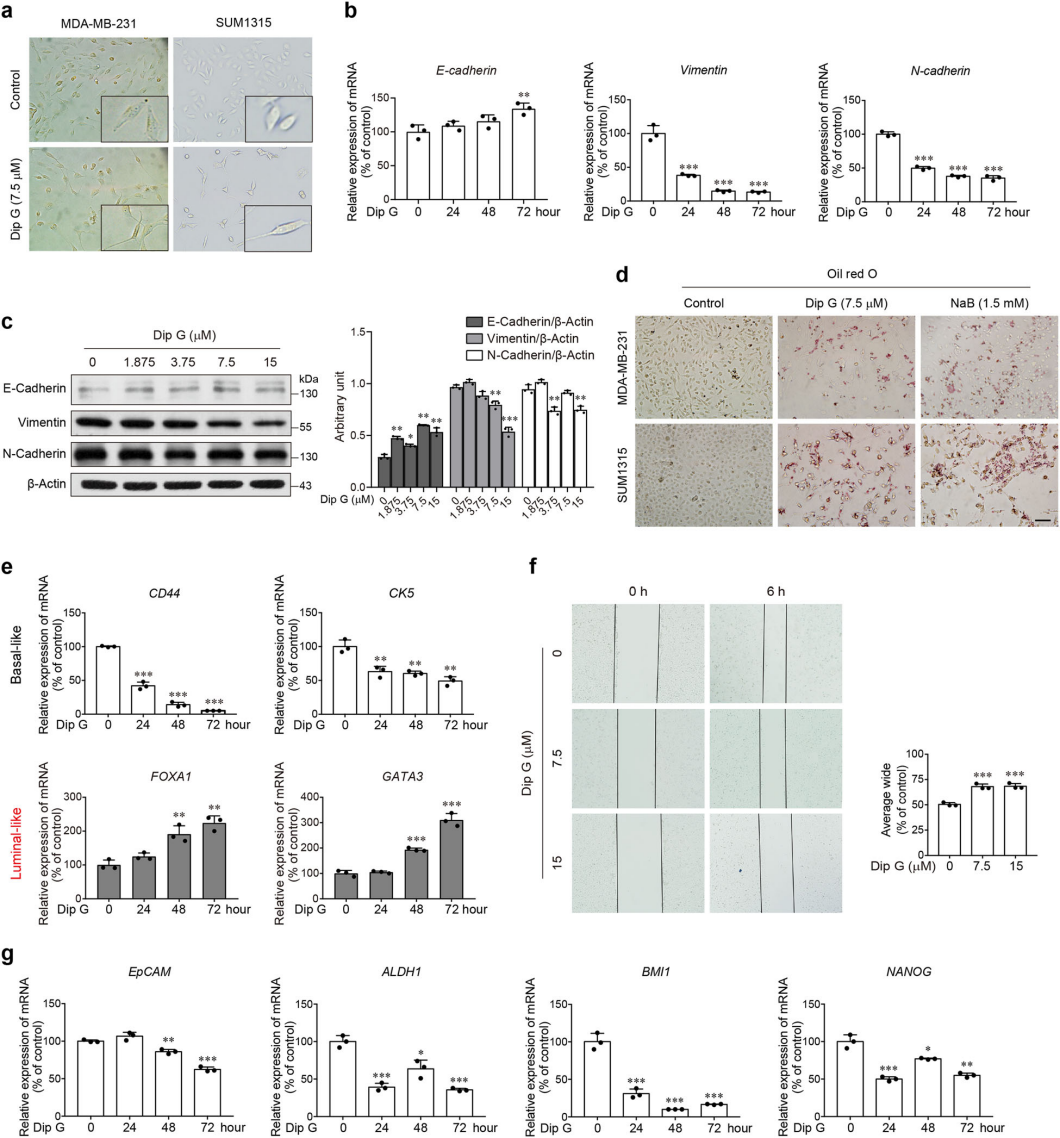
Differentiation-inducing activity of Dip G in basal-like breast cancer cell lines. **a** Cellular morphology in cells treated with Dip G (7.5 μM) for 72 h. Representative images are shown. Zoom-in factor: 4. **b** MDA-MB-231 cells were treated with Dip G (7.5 μM) for the indicated times. The mRNA levels of E-cadherin, vimentin and N-cadherin were determined by real-time RT-PCR. β-Actin was used as an internal control. **c** MDA-MB-231 cells were treated with various concentrations of Dip G for 24 h. The protein levels of E-cadherin, vimentin and N-cadherin were determined by western blot. β-Actin was used as a loading control. The densitometry of the immunoblots was performed with image J software and is presented in the histograms. The data are shown as the mean ± SD of three independent experiments. **d** Cells were treated with Dip G or NaB for 72 h. Neutral fat contents were stained using the Oil Red O staining protocol. Scale bar: 50 μm. **e** Expression of basal *CD44* and *CK5* and luminal *FOXA1* and *GATA3* genes in MDA-MB-231 cells treated with Dip G (7.5 μM) for the indicated times. **f** Wound-healing assay for the assessment of migration in cells treated with various concentrations of Dip G for 6 h. Right panel: Representative photomicrograph. Left panel: Calculated wound-healing areas. **g** Expression of stemness-associated genes *EpCAM*, *ALDH1*, *BMI1*, and *NANOG* in MDA-MB-231 cells treated with Dip G (7.5 μM) for the indicated times. Data are shown as the mean ± S.D. of three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001 versus the control group without Dip G treatment.

### Dip G induces a partial transcriptome shift from basal to luminal gene expression signatures

Next, the gene expression profile of MDA-MB-231 (classified as basal B^1^) cells treated with Dip G was analyzed using HiSeq deep sequencing. 

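MDA-MB-231 is a triple-negative breast cancer cell line. Cells were kept for 24 h without Dip G (control) or with 15 μM Dip G, and 3 libraries per group were sequenced. The authors deposited an FPKM value (fragments per kilobase of transcript, relative to the mapped fragments of the library) for each gene in each library. The paper's text does not name the aligner, the quantification program, the genome build or the gene annotation behind these values, which already include those steps. The table has 19359 lines with 19291 different Ensembl gene identifiers, and 18463 of these were given a gene symbol from GENCODE release 29 or a table of gene names. Gene positions given here are those of GENCODE release 29 on GRCh38. The FPKM values summed to 267828, 265908 and 257879 in control replicates 1, 2 and 3, and to 273387, 269617 and 268343 in Dip G replicates 1, 2 and 3. Read counts were not used here, so the absolute depth is unknown. The depth relative to control replicate 1, estimated from the most frequent ratio between the lowest FPKM values, was 1.05 and 1.11 in control replicates 2 and 3, and 0.97, 1.06 and 0.99 in the Dip G replicates. The median SD of log2 FPKM was 0.059 in the control and 0.051 with Dip G. The sample labels do not say whether the 3 libraries of a group came from separate experiments; the paper's section on statistics says that all its data came from at least 3 independent experiments, without naming the sequencing. The 12699 genes with a mean FPKM of at least 0.1 over the 6 libraries were tested on log2(FPKM + 0.1) with limma and its trend on mean expression, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on this scale, which understates the change of genes with low FPKM. The median log2 fold change of all genes tested was 0.15 with FPKM as deposited. It was 0.12 after rescaling each library to a sum of 1000000 (TPM), 0.03 after quantile normalization and 0.01 after scaling by the median ratio over genes, but these last 2 scalings bring the median near 0 by construction and do not tell where the shift comes from.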

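Of the 77 basal B classifier genes of Fig. 2a, 76 were matched to the FPKM table and 74 passed the filter on low values. *PALM2* was not analysed here, and *ANPEP* and *VCAN* were below the filter. With an unadjusted limma p-value under 0.05, 53 genes were lower with Dip G, 12 were higher and 9 were neither. The median log2 fold change of the 74 genes was −0.52. All 25 luminal classifier genes of Fig. 2b were matched and 19 passed the filter. Of these, 9 were higher with Dip G, 6 were lower and 4 were neither, with a median log2 fold change of 0.03. After adjustment over each list alone, 53 basal B genes were lower and 12 higher, and 9 luminal genes were higher and 6 lower. After adjustment over all genes tested, 53 basal B genes were lower and 11 higher, and the luminal numbers were again 9 and 6. With the replicate number as a block, 53 basal B genes were lower and 9 luminal genes were higher. The deviations of same-numbered libraries from their group means had a mean correlation of −0.024, against 0.012 for libraries with other numbers. Scaling by the median ratio moved the basal B count most, to 60 genes lower and 10 higher with a list median of −0.67. The luminal numbers under that scaling were 9 higher and 8 lower, with a list median of −0.12.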

After 24 h of treatment, Dip G significantly downregulated 61 of 77 (79.2%) of previously defined basal B cell line classifier genes, while concomitantly upregulating 9 of 25 (36%) of luminal classifier genes (Table 1)^1^. Ordered heat maps depicting expression changes of classifiers for basal B and luminal cells are shown in Fig. 2a, b, respectively. 

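Among the basal B classifier genes that were lower, *HMGA2* went from 6.68 ± 0.240 FPKM (SD, n = 3) in the control to 1.91 ± 0.115 FPKM (SD, n = 3) with Dip G. Its log2 fold change was −1.76 (SE 0.06, limma adjusted p = 3.88e-08). *PLAU* fell by 1.48 on the log2 scale, *SNAI2* by 1.43 and *LOXL2* by 1.38. The *SNAI2* value changed from 58.2 ± 0.771 to 21.6 ± 1.03 FPKM (SD, n = 3 each). For each of these 4 genes every Dip G library was below every control library, which gives p = 0.10 in a two-sided exact permutation test, the smallest value that 3 libraries against 3 allow. Among the 12 basal B genes that were higher, *MLLT11* had the largest log2 fold change, 1.42 (SE 0.06, limma adjusted p = 1.04e-07), from 9.71 ± 0.830 to 26.1 ± 1.14 FPKM (SD, n = 3 each). It was followed by *MT1E* (0.73), *DKK3* (0.67), *AHNAK2* (0.60), *B3GNT9* (0.51) and *KRR1* (0.40). *MT1E* is uncertain because it has near-identical metallothionein copies with which the quantification could have divided reads. *TUBB6* rose by 0.08 and its direction turned to −0.068 when the libraries were scaled by the median ratio. Among the luminal classifier genes, the log2 fold change was highest for *TTC39A*, 1.61 (SE 0.15, limma adjusted p = 1.01e-05), and was 0.82 for *TOB1*, 0.56 for *RHOB*, 0.43 for *GALNT6* and 0.27 for *SLC9A3R1*. *EFHD1* was below the filter, with a mean of 0.00828 FPKM in the control and 0.0913 FPKM with Dip G.

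**Figure D1:**
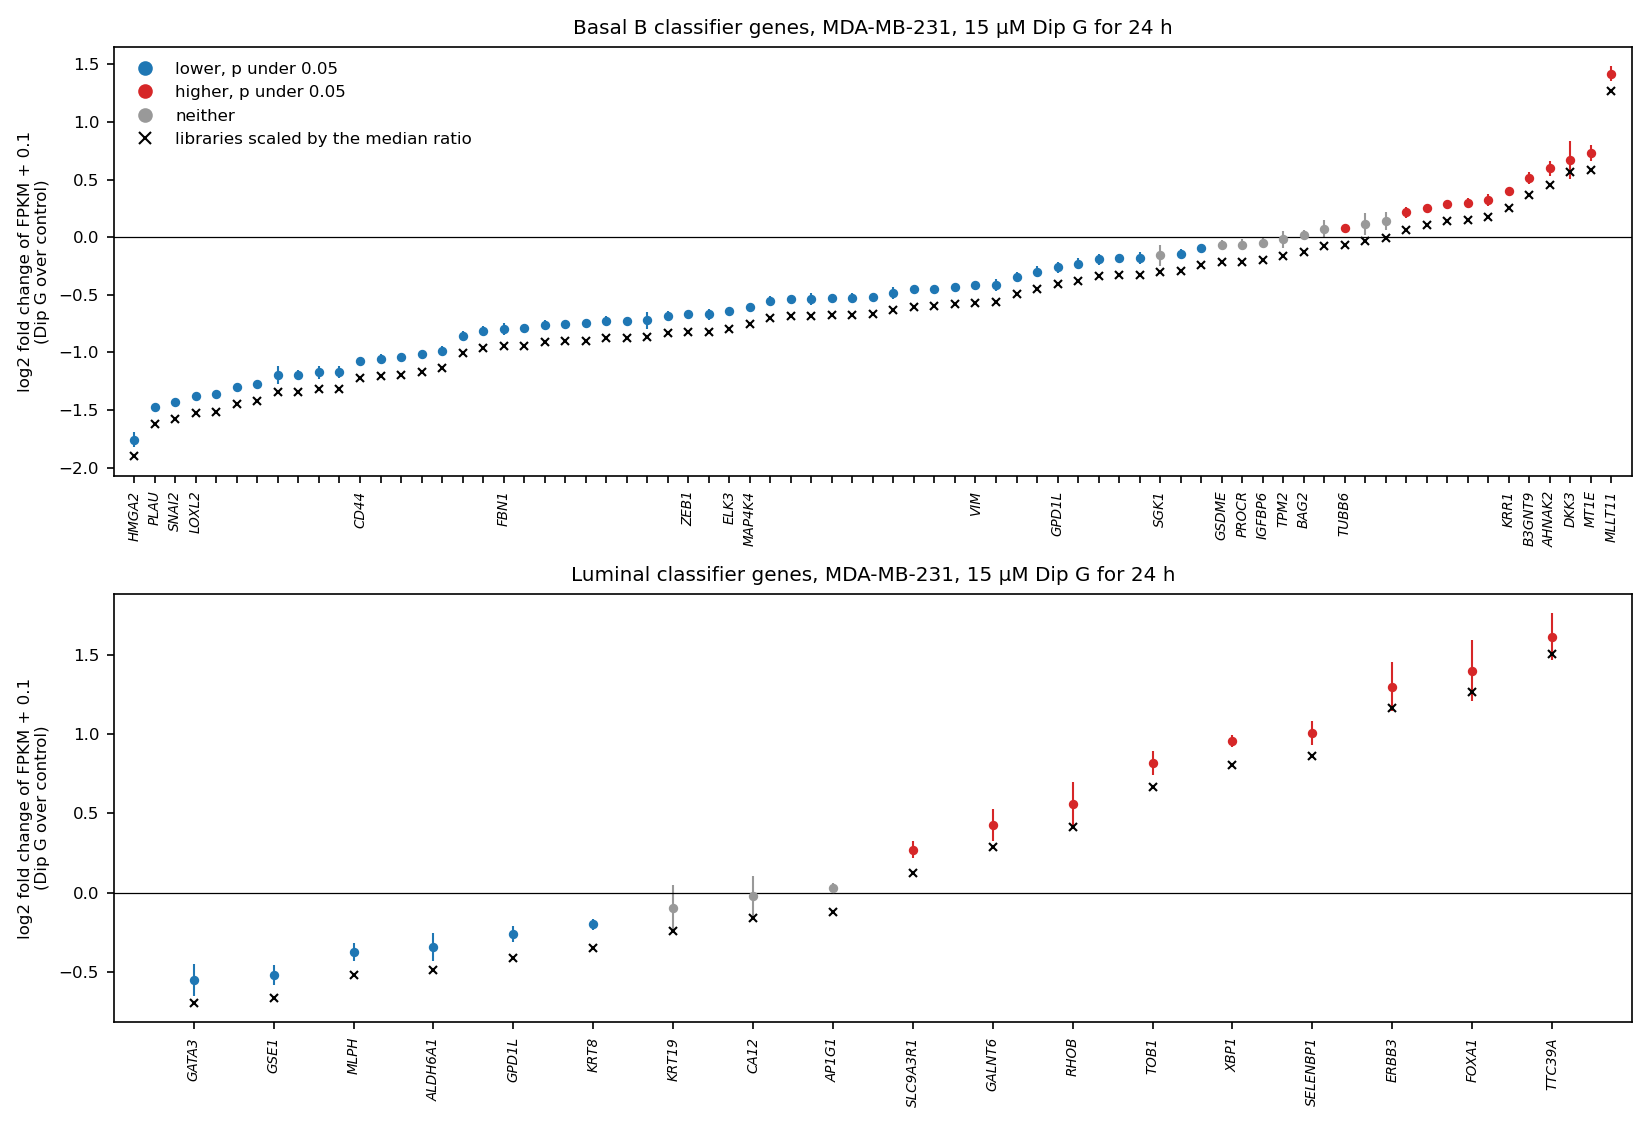
Log2 fold change (Dip G against control, log2 of FPKM + 0.1) of tested basal B and luminal classifier genes, sorted by value and labelled where the gene is named in the text, with bars of 1 SE from the limma fit on 3 libraries per group. Blue points are lower and red points higher at an unadjusted p-value under 0.05, grey points are neither, and black crosses are the values after scaling by the median ratio, which lie below the points. Most of the basal B genes drawn lie below 0, whereas the luminal genes lie on both sides, with 9 red and 6 blue.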

Based on a large subset of the classifier genes defined by Neve et al. (RN)^1^ that can differentiate between basal A, basal B and luminal subtypes, Gene Set Enrichment Analysis (GSEA) revealed a significant shift from the basal B to the luminal signature (Fig. 2c). 

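For GSEA, the genes tested were ranked by the signal-to-noise ratio of FPKM between Dip G and control, and the basal B list was the 74 tested genes of Fig. 2a. The paper calls its own lists a large subset of the classifier genes; they were not used here. The enrichment score of the basal B list was −0.675 and the normalized enrichment score was −2.86. Of 10000 random lists of the same size, 2363 had a score below 0, and none of these scored as low, so the permutation p-value is under 0.000423, the smallest share above 0 that they can give. With genes ranked by the limma statistic of the fit with the replicate number as a block, the normalized enrichment score was −3.02, and none of the 3672 random lists with a score below 0 scored as low. Across the other alternatives it lay between −3.23, with random lists matched on mean FPKM, and −2.62, with libraries scaled by the median ratio. The camera test of limma gave an adjusted p = 2.64e-14 over the basal B and luminal lists. It used its preset correlation between genes and estimated none from these data, so a stronger correlation within the list is not allowed for. Divisions of the 6 libraries that mix Dip G and control gave a normalized enrichment score about as far from 0, so this score does not measure the size of the difference.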

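The luminal list, the 19 tested genes of Fig. 2b, had an enrichment score of 0.515 and a normalized enrichment score of 1.42 in the same ranking. Among random lists with a score above 0, the share with a score as high was 0.0678 (permutation p). With the replicate number as a block and genes ranked by the limma statistic, the normalized enrichment score was 0.851 (permutation p = 0.671), and with that statistic and no block it was 0.98 (permutation p = 0.494). Against random lists matched on genomic gene length it was 1.48 (permutation p = 0.0376), and against lists matched on mean FPKM it was 1.36 (permutation p = 0.0916). With libraries scaled by the median ratio it was 1.25 (permutation p = 0.17), and with genes of a mean FPKM of at least 1 it was 1.165 (permutation p = 0.278). The camera test of limma placed the list on the lower side (adjusted p = 0.845 over the 2 lists). The basal A list was not analysed here.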

Dip G treatment decreased the enrichment of basal B gene expression [false discovery rate (FDR) *q* < 1 × 10^4^], while concomitantly increasing the enrichment of luminal gene expression (FDR *q* = 0.016). As shown in Table 2, there was no enrichment of basal A genes. A combined gene set of basal A and B genes was also significantly enriched (FDR *q* < 1 × 10^4^). To confirm the HiSeq deep-sequencing data, expression changes in a subset of the significantly altered basal B and luminal marker genes were quantified using real-time RT-PCR. 

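The genes chosen for real-time RT-PCR were the basal B genes *ELK3*, *FBN1*, *MAP4K4* and *ZEB1* and the luminal genes *ERBB3*, *XBP1*, *TTC39A* and *SELENBP1*. In the sequencing data, *ELK3* went from 27.3 ± 0.495 to 17.4 ± 0.187 FPKM, *FBN1* from 8.26 ± 0.439 to 4.71 ± 0.155 FPKM, *MAP4K4* from 18.9 ± 0.138 to 12.4 ± 0.373 FPKM and *ZEB1* from 15.7 ± 0.375 to 9.82 ± 0.312 FPKM (control and Dip G means, SD, n = 3 each). Their log2 fold changes were −0.64, −0.80, −0.60 and −0.67 in that order, and the highest limma adjusted p-value among them was 1.24e-06. *ERBB3* went from 0.488 ± 0.126 to 1.33 ± 0.127 FPKM, *XBP1* from 40.6 ± 2.08 to 78.9 ± 1.54 FPKM, *TTC39A* from 0.128 ± 0.00293 to 0.601 ± 0.0793 FPKM and *SELENBP1* from 3.61 ± 0.401 to 7.31 ± 0.0639 FPKM. The log2 fold changes of *ERBB3*, *XBP1* and *SELENBP1* were 1.30, 0.96 and 1.01, and the highest limma adjusted p-value among them was 5.66e-05. For each of the 8 genes the Dip G and control values did not overlap. *ERBB3* and *TTC39A* have a control mean under 1 FPKM, so their ratios depend on the pseudocount. *ACTB*, the internal control of the RT-PCR, was itself lower with Dip G, from 2348 ± 62.9 to 1280 ± 34.5 FPKM, a log2 fold change of −0.87 (SE 0.04, limma adjusted p = 1.25e-07) that was −1.03 after scaling by the median ratio.

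**Figure D2:**
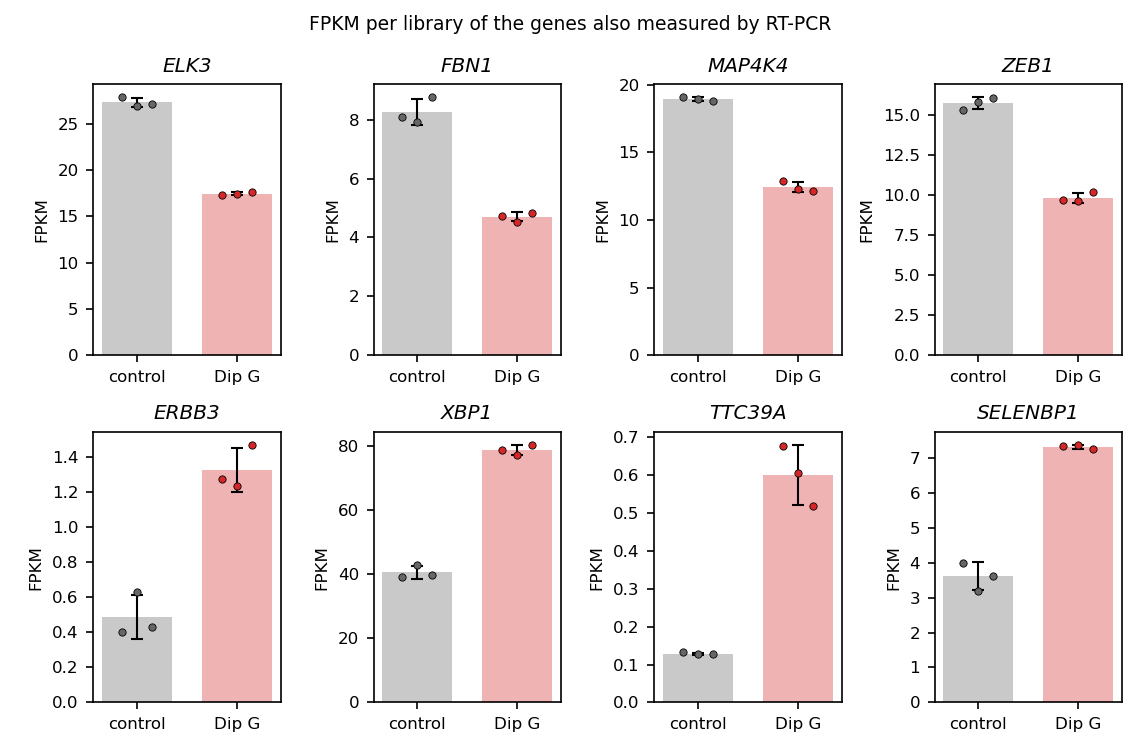
FPKM of the 8 genes in MDA-MB-231 cells without and with 15 μM Dip G for 24 h, from sequencing, with an axis for each gene that starts at 0. Bars are means, error bars are SD over 3 libraries and points are single libraries; the 3 Dip G points lie below the 3 control points for the 4 basal B genes and above them for the 4 luminal genes.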

The decrease in basal B gene expression and increase in luminal gene expression upon Dip G treatment, was confirmed in MDA-MB-231 cells (Fig. 2d). Taken together, these results suggest that Dip G has the potential to trigger the switch from a basal-like to a luminal-like breast cancer subtype.

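Over all genes tested, 6168 were higher and 3188 lower with Dip G at a limma adjusted p-value under 0.05, so that 65.9% of these genes were higher. This division followed the scaling. It was 5722 higher and 3470 lower in TPM, 4778 and 4197 (53.2% higher) after quantile normalization, and 4501 and 4545 (49.8% higher) after scaling by the median ratio; the last 2 scalings even out the 2 directions by construction. With the replicate number as a block, 6152 genes were higher and 3191 lower, and 9153 of these 9343 genes were also among the 9356 found without it. The Dip G and control values did not overlap in 9703 genes (76.4%), where chance gives 10% for 3 libraries against 3. At least a 1.5-fold change was present in 2301 of the higher and 1172 of the lower genes. The largest rise among genes with a mean of at least 1 FPKM was that of *NUPR1*, from 0.192 ± 0.0819 to 5.59 ± 0.294 FPKM (SD, n = 3 each), a log2 fold change of 4.33 (SE 0.19, limma adjusted p = 1.06e-07). *CA2* rose by 2.99, *RTN4R* by 2.68 and *CDKN1A* by 2.64. *P2RY11* rose by 3.68 but is uncertain, since it overlaps a readthrough gene and its control values were 0.0037, 0.859 and 0.000405 FPKM. The largest fall was that of *PTPRG*, from 27.9 ± 2.15 to 1.99 ± 0.163 FPKM, a log2 fold change of −3.75 (SE 0.07, limma adjusted p = 2.32e-09). The log2 fold change was −3.42 for *DPYD*, −3.38 for *WNT7B*, −3.35 for *CYP1B1* and −3.24 for *VIPR1*. From the lower basal B genes, the higher luminal genes, the enrichment scores and the RT-PCR of Fig. 2d, the paper proposes that Dip G can move these cells from the basal-like toward the luminal-like subtype.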

**Table 1:** Basal B and Luminal classifier genes whose expression is changed after Dip G treatment in MDA-MB-231 cells (*p* < 0.05)^a^.

Basal B (decreased)				Luminal (increased)
*HMGA2*	*TGFBR2*	*NNMT*	*FSCN1*	*EFHD1*
*SERPINE1*	*GJA1*	*MAP4K4*	*SNX7*	*TTC39A*
*PLAU*	*IGF2BP3*	*BIN1*	*GPD1L*	*FOXA1*
*SNAI2*	*FBN1*	*TGFB1I1*	*CAVIN3*	*ERBB3*
*LOXL2*	*FOSL1*	*CAV2*	*PFAS*	*SELENBP1*
*NT5E*	*LHFPL6*	*AXL*	*AKR1B1*	*XBP1*
*COL4A2*	*PDLIM7*	*FSTL1*	*SPDL1*	*TOB1*
*PHLDA1*	*TGFBI*	*CTNNAL1*	*CAVIN1*	*RHOB*
*COL4A1*	*GNG11*	*DSE*	*SGK1*	*GALNT6*
*VEGFC*	*FLRT2*	*EPHA2*	*GSDME*	
*IGF2BP2*	*NECTIN3*	*CORO1C*	*SUMF2*	**36% of total Lum**
*NMT2*	*GNG12*	*VIM*	*PROCR*	
*CD44*	*ZEB1*	*PALM2*	*IGFBP6*	
*CAV1*	*MALT1*	*TMEM158*	*TPM2*	
*GLS*	*ELK3*	*SH2B3*	*BAG2*	
			*TUBB6*	
	**79.2% of total BasB**			

^a^Classifier genes based on Neve et al.^1^.

**Fig. 2:**
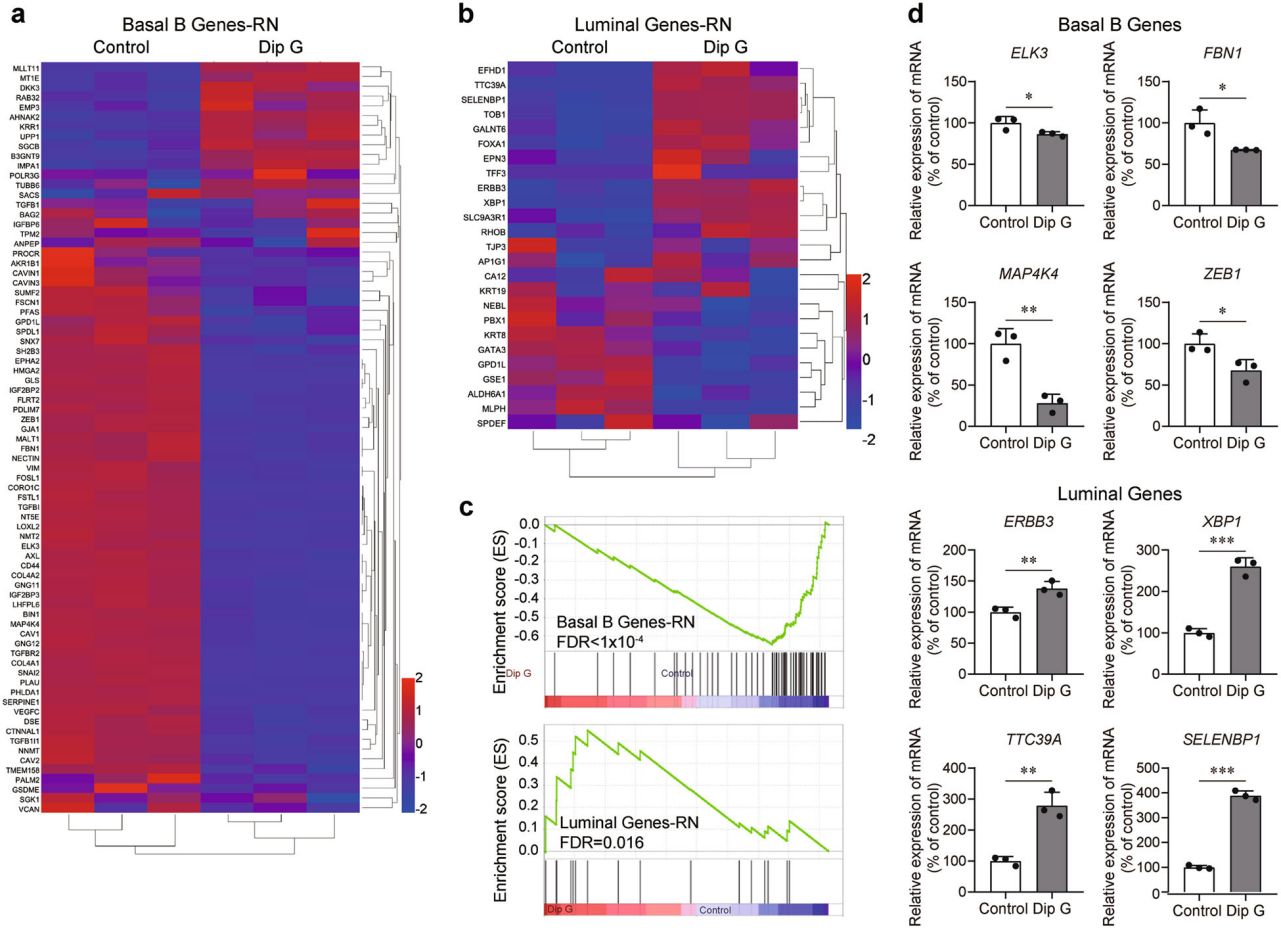
Induction of a partial transcriptome shift from basal to luminal gene signatures by Dip G in basal-like breast cancer cells. MDA-MB-231 cells were treated with or without Dip G (15 μM) for 24 h. mRNA expression was detected using RNA sequencing. **a**, **b** Heat maps depicting expression changes of the marker genes classified as basal B (**a**) and luminal (**b**) by Neve et al. (RN)^1^. A propensity of blue or red is indicative of a directional shift in the global expression of the marker gene. **c** GSEA enrichment plots utilizing a subset of the basal B and luminal differentiating gene sets determined by Neve et al. (RN)^1^. Vertical lines represent individual genes of the respective classifier that contribute to the enrichment scores. **d** Quantitation of gene expression changes for a panel of differentially expressed basal B and luminal marker genes performed using real-time RT-PCR. Data are shown as the mean ± S.D. of three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001.

**Table 2:** GSEA of classifier gene lists that are discriminatory luminal versus basal-like breast cancer molecular subtypes^a^.

Name	ES	NES	NOM *p*-value	FDR *q*-value	FWER *p*-value
Lum-RN	0.548	1.553	0.035	0.016	0.045
BasA-RN	0.234	0.983	0.477	0.482	0.48
BasB-RN	−0.649	−2.867	0	<1 × 10^−4^	0
BasAB-RN	−0.483	−2.393	0	<1 × 10^−4^	0

^a^Classifier genes based on Neve et al.^1^.

*ES* enrichment score, *NES* normalized enrichment score, *NOM* nominal, *FDR* false discovery rate, *FWER* familywise-error rate.

### GABARAPL1 is associated with Dip G-induced phenotype switch of breast cancer cells

Our previous study reported that Dip G-induced myeloid differentiation of AML cells^22^. To investigate the unique molecular mechanism underlying Dip G-induced luminal differentiation of basal-like breast cancer cells, we compared gene expression changes in Dip G-treated MDA-MB-231 and the AML cell line HL60. Among the common differentially regulated genes, the most significantly regulated gene was found to be *GABARAPL1* (Fig. 3a and Supplementary Table S1). 

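Only the MDA-MB-231 side of this comparison was analysed here. Of the increased genes of Supplementary Table S1, 263 were matched and 248 tested, and 245 were higher with Dip G at a limma adjusted p-value under 0.05. Of the decreased genes, 323 were matched and 311 tested, and 307 were lower. No gene was significant in the other direction, and the numbers with the replicate number as a block were again 245 and 307. Because the paper chose these genes from its own test of these cells, the numbers do not test how stable its list is. *GABARAPL1* (ENSG00000139112) lies on the forward strand of chromosome 12 from 10212458 to 10223130 and encodes an autophagy protein of the GABARAP family. Its FPKM was 9.32, 8.20 and 8.24 in the control and 15.4, 15.2 and 15.2 with Dip G, which gives 8.59 ± 0.633 and 15.3 ± 0.130 (SD, n = 3 each). The log2 fold change was 0.82 (SE 0.05, limma adjusted p = 8.94e-07), and with the replicate number as a block the adjusted p-value was 8.66e-06. It was 0.67 after scaling by the median ratio. The quantification could have divided some reads with its pseudogene *GABARAPL3*. Every Dip G value exceeded every control value (two-sided exact permutation p = 0.10, the smallest that 3 against 3 allow). By p-value *GABARAPL1* ranked 81st and by log2 fold change 205th among the 248 increased genes tested, and by p-value it ranked 1172nd among all genes tested. By the paper's own p-values in Supplementary Table S1 it ranks 1 in HL-60 and 106 in MDA-MB-231 among the increased genes. Among related genes, *MAP1LC3A* rose by 1.12, *MAP1LC3B* by 0.71, *GABARAPL2* by 0.32 and *GABARAP* by 0.22, while *MAP1LC3C* fell by 0.44. After scaling by the median ratio these directions were unchanged, but *GABARAP* (0.07) was no longer significant. *MAP1LC3B2* rose by 0.56 but is uncertain because it is nearly identical to *MAP1LC3B*. The *MAP1LC3C* change lost significance in 4 of the alternatives tried.

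**Figure D3:**
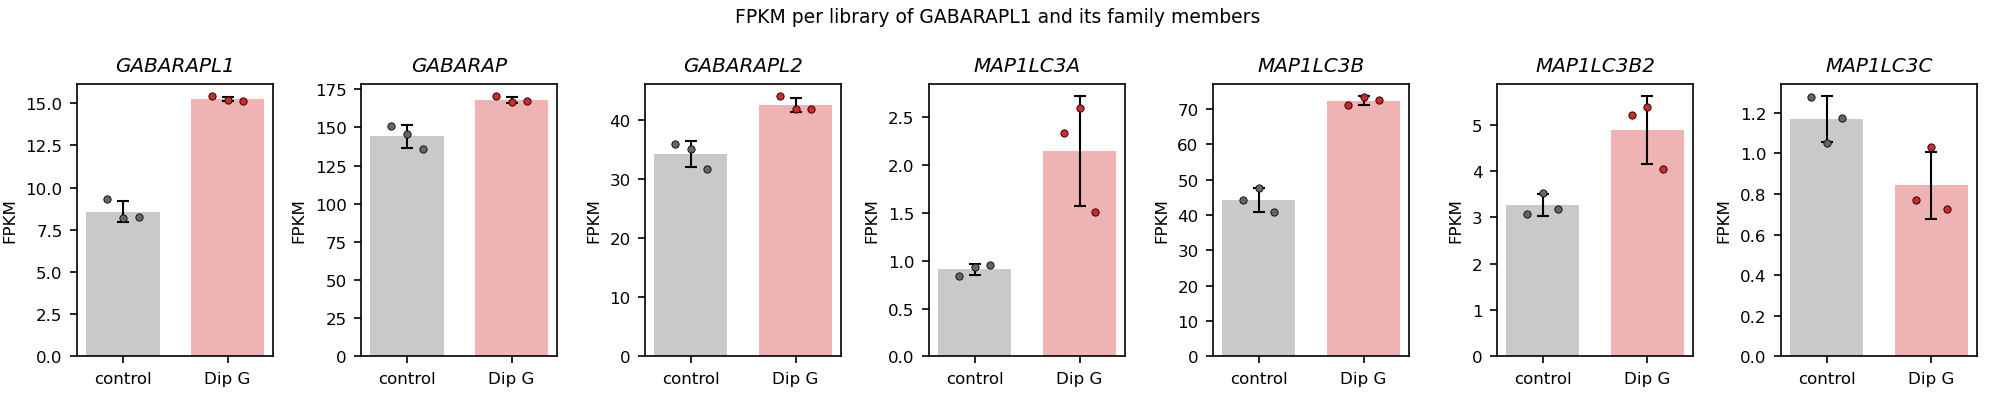
FPKM of GABARAPL1 and related genes in MDA-MB-231 cells without and with 15 μM Dip G for 24 h, with an axis for each gene that starts at 0. Bars are means, error bars are SD over 3 libraries and points are single libraries; the mean is higher with Dip G in each gene but MAP1LC3C, and no direction flips after scaling by the median ratio.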

Dip G upregulated the mRNA expression of GABARAPL1 in a dose- and time-dependent manner in both MDA-MB-231 and SUM1315 cells (Fig. 3b, c). Western blotting results confirmed the GABARAPL1-inducing function of Dip G (Fig. 3d, e). In addition, analysis of the transcriptional profiles of 1097 breast tumors collected from The Cancer Genome Atlas (TCGA) revealed that the expression of *GABARAPL1* was substantially lower than that in normal breast tissues (Fig. S4), indicative of an essential role of GABARAPL1 downregulation during breast cancer progression.

**Fig. 3:**
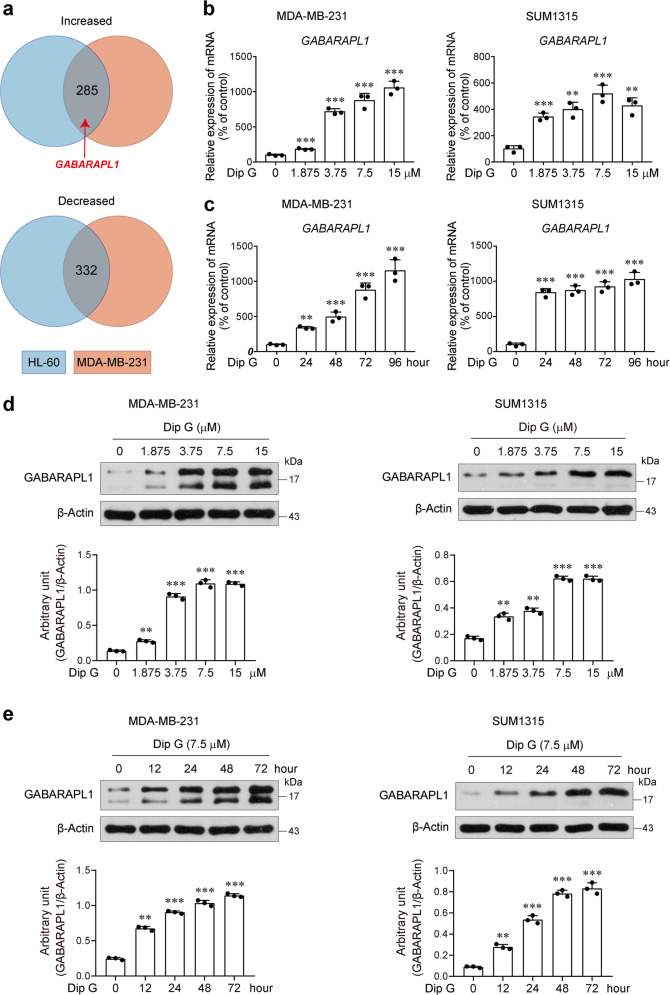
Upregulation of GABARAPL1 expression by Dip G in basal-like breast cancer cells. **a** Overlap of the common differentially regulated genes in Dip G-treated HL-60 and MDA-MB-231 cells. *GABARAPL1* is included in the common upregulated genes. **b**, **c** Cells were treated with various concentrations of Dip G for 72 h (**b**) or in the presence of Dip G (7.5 μM) for the indicated times (c). The mRNA levels of GABARAPL1 were determined by real-time RT-PCR. β-Actin was used as an internal control. **e**, **f** Cells were treated with various concentrations of Dip G for 24 h (**e**) or in the presence of Dip G (7.5 μM) for the indicated times (**f**). The protein levels of GABARAPL1 were determined by western blot. β-Actin was used as a loading control. Data are shown as the mean ± S.D. of three independent experiments. **P < 0.01, ***P < 0.001 versus the control group without Dip G treatment.

Next, we set out to determine the functional implications of the induced GABARAPL1 expression in basal-like breast cancer cells. We silenced GABARAPL1 in SUM1315 cells and confirmed the decrease in both mRNA and protein levels of GABARAPL1 (Fig. 4a). Silencing GABARAPL1 strikingly reversed Dip G-induced inhibition of cell growth (Fig. 4b). Oil red O staining results showed that knockdown of GABARAPL1 attenuated the intensity of Oil red O after Dip G treatment (Fig. 4c). More importantly, Dip G failed to decrease the expression of the basal-like genes *CD44* and *CK5* and to increase the expression of the luminal-like genes *FOXA1* and *GATA3* in the cells with GABARAPL1 silenced (Fig. 4d). The reduction in the expression of stemness-associated genes by Dip G was also rescued by the knockdown of GABARAPL1 (Fig. 4e). Although autophagy is reported to be involved in cell differentiation and GABARAPL1 exerts an important role in the late stages of the formation of the autophagosome^15,21^, we did not observe an effect of Dip G on the autophagy level in base-like breast cells, as evidenced by the failure in the conversion of LC3B-I to II and the degradation of GFP-LC3 (Fig. S5). These results suggest that GABARAPL1 might be involved in the Dip G-induced phenotype switch of breast cancer in a novel manner independent of the enhancement of autophagy.

**Fig. 4:**
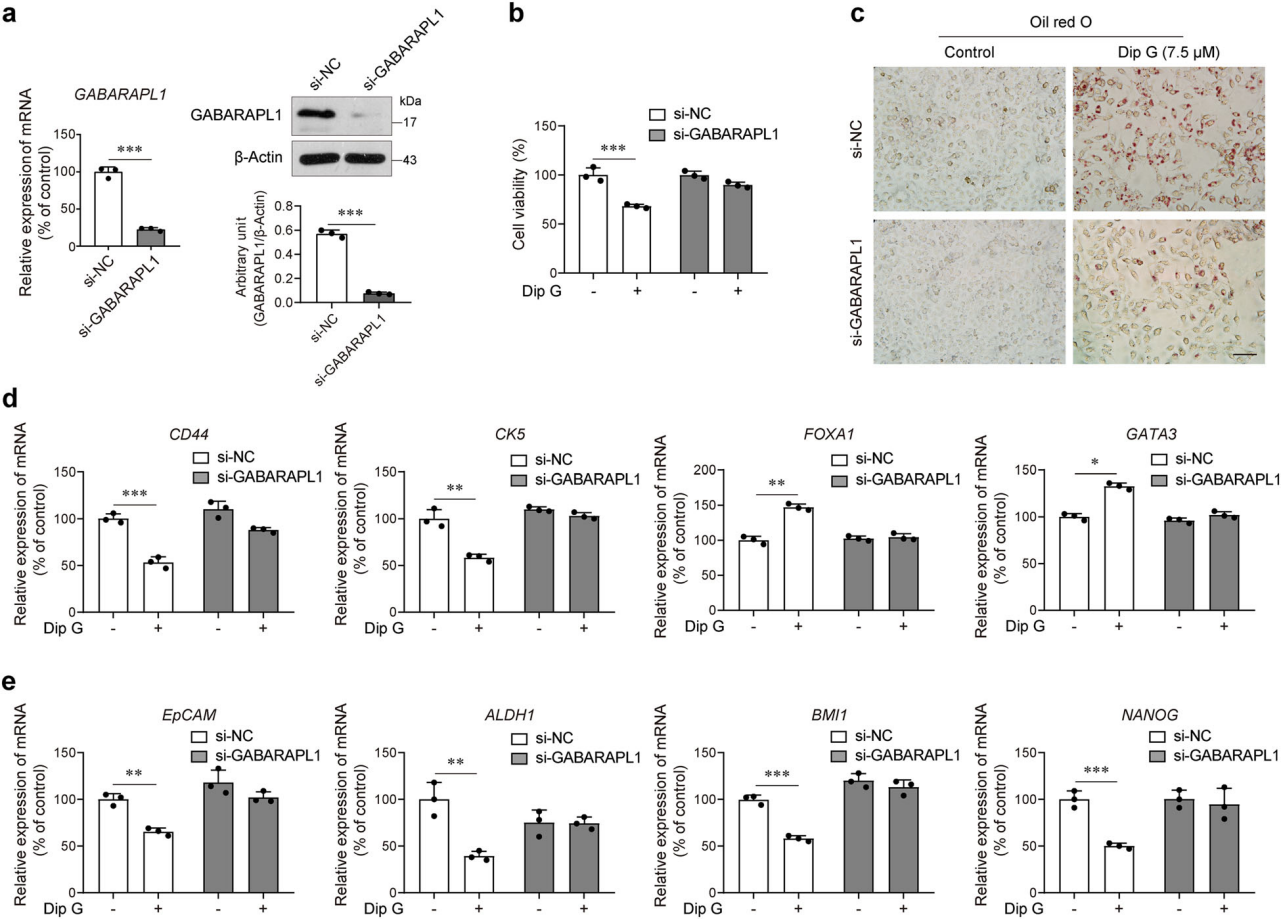
Knockdown of GABARAPL1 attenuates Dip G-induced cell differentiation. SUM1315 cells were transfected with NC-siRNA or siRNA targeting GABARAPL1 for 24 h and then treated with Dip G (7.5 μM) for 72 h. **a** The mRNA and protein levels of GABARAPL1 upon knockdown with siRNA. **b** Cell viability was tested by a trypan blue exclusion assay. **c** Oil Red O staining for neutral fat contents. Scale bar: 50 μm. **d** Expression of basal *CD44* and *CK5* and luminal *FOXA1* and *GATA3* genes. **e** Expression of stemness-associated genes *EpCAM*, *ALDH1*, *BMI1*, and *NANOG*. Data are shown as the mean ± S.D. of three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001.

### Dip G-induced GABARAPL1 expression is dependent on the upregulation of ERβ

It has been reported that Dip G targets the CHIP E3 ubiquitin ligase and reciprocally controls ERα and ERβ protein stability in breast cancer cells, and that GABARAPL1 is identified as an early estrogen-induced gene^15,24^. To further investigate whether the induction of GABARAPL1 by Dip G is linked to its control of ER, we tested the effects of Dip G on the expression of ERα and ERβ in MDA-MB-231 and SUM1315 cells. In line with a previous study^24^, Dip G enhanced the transcription of *ESR2*, which encodes ERβ, while concomitantly attenuating the transcription of *ESR1*, which encodes ERα (Fig. 5a). Western blotting analysis confirmed the increase in ERβ protein levels, although ERα was not detected (Fig. 5b). Silencing GABARAPL1 had no effect on Dip G-induced *ESR2* transcription (Fig. 5c). In contrast, the induction of *GABARAPL1* transcription by Dip G was completely reversed by knockdown of ERβ (Fig. 5d and Fig. S6). A similar result was obtained for GABARAPL1 protein expression (Fig. 5e), suggesting that ERβ could act upstream of GABARAPL1. Indeed, sequence analysis of the human *GABARAPL1* gene revealed the presence of ERE (estrogen responsive element) in the promoter regions (Fig. 5f). We performed a ChIP assay with an anti-ERβ antibody and real-time RT-PCR analysis in MDA-MB-231 cells. Dip G dramatically enhanced the recruitment of ERβ to the *GABARAPL1* promoter regions (Fig. 5g), supporting the direct regulation of *GABARAPL1* transcription. Furthermore, we found that pretreatment with Dip G significantly increased the sensitivity of MDA-MB-231 cells to tamoxifen-induced growth arrest (Fig. 5h). These results suggest that Dip G stimulated the expression of GABARAPL1 in an ERβ-dependent manner, leading to a luminal-like phenotype denoted by an increased sensitivity to tamoxifen.

**Fig. 5:**
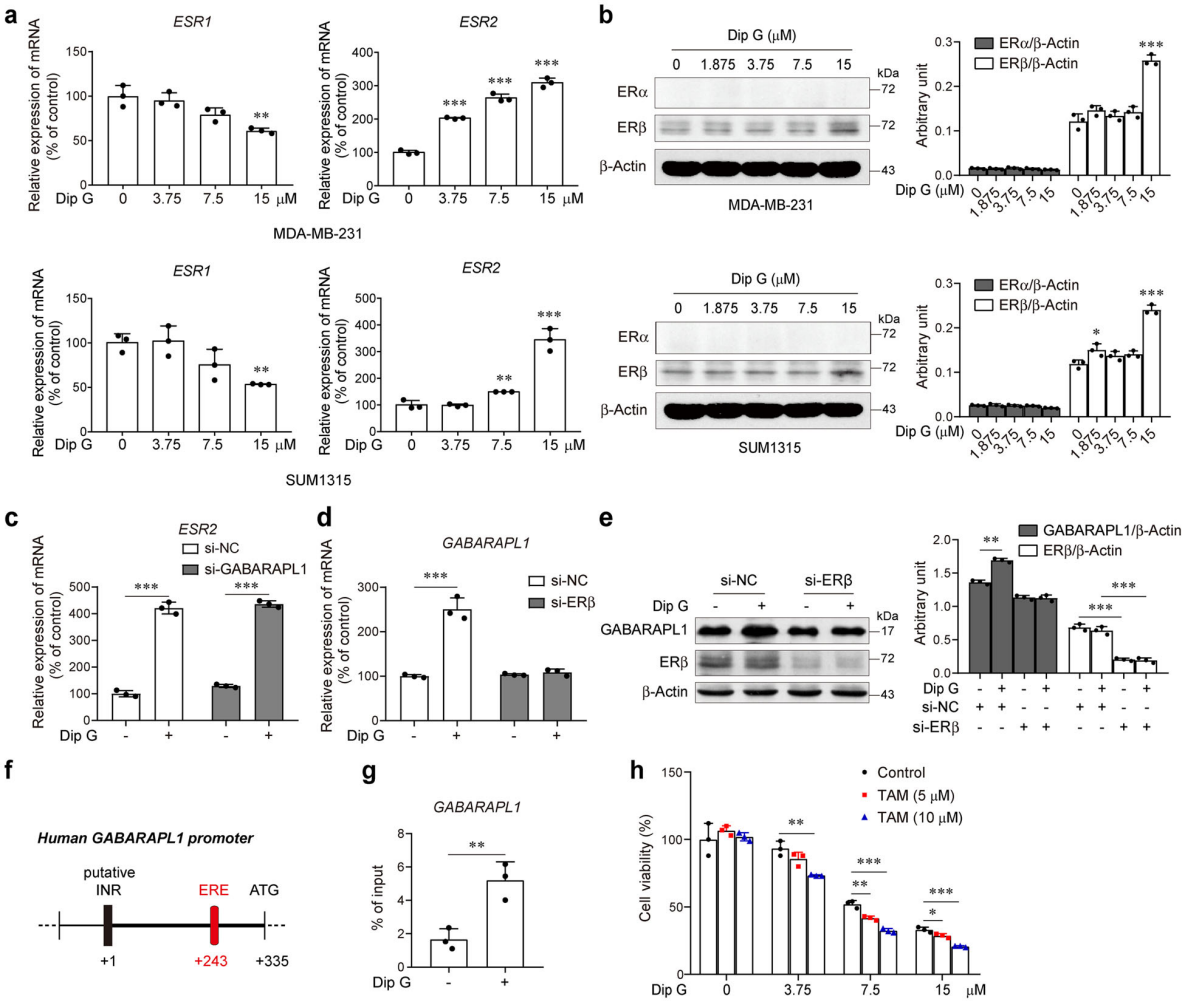
Upregulation of GABARAPL1 expression by Dip G is dependent on ERβ. **a** Cells were treated with various concentrations of Dip G for 72 h. The mRNA levels of *ESR1* and *ESR2* were determined by real-time RT-PCR. β-Actin was used as an internal control. **P < 0.01, ***P < 0.001 versus the control group without Dip G treatment. **b** Cells were treated with various concentrations of Dip G for 24 h. The protein levels of ERα and ERβ were determined by western blot. β-Actin was used as a loading control. **c** SUM1315 cells were transfected with NC-siRNA or siRNA targeting GABARAPL1 for 24 h and then treated with Dip G (7.5 μM) for 72 h. The mRNA levels of *ESR2* were determined. **d**, **e** SUM1315 cells were transfected with NC-siRNA or siRNA targeting ERβ for 24 h and then treated with Dip G (7.5 μM) for 24 h. The mRNA (**d**) and protein (**e**) levels of GABARAPL1 were determined. **f** Diagram of the location of ERE in the human GABARAPL1 gene promoter region. ERE: Estrogen Responsive Element; INR: transcription initiator element; ATG: translation initiation codon. **g** MDA-MB-231 cells were treated with Dip G (7.5 μM) for 24 h. ChIP assays were performed using an antibody against ERβ, followed by real-time RT-PCR with primers designed for the ERE in the GABARAPL1 promoter region. (**h**) MDA-MB-231 cells were pretreated with various concentrations of Dip G for 72 h and then treated with tamoxifen for another 48 h. Cell viability was determined by MTT assay. Data are shown as the mean ± S.D. of three independent experiments. **P < 0.01, ***P < 0.001.

### Dip G suppresses the in vivo growth of basal-like breast cancer cells and prompts sensitization to tamoxifen therapy

To evaluate the therapeutic efficacy of Dip G in basal-like breast tumors, we inoculated MDA-MB-231 cells into the mammary fat pads of female athymic nude mice, which were treated 10 days later with intraperitoneal injection of vehicle control, Dip G (7.5 or 15 mg/kg/day) or paclitaxel (PTX, 10 mg/kg/7 days) over a period of 2 weeks. As shown in Fig. 6a, Dip G treatment inhibited tumor growth in a dose-dependent manner. Dip G (7.5 mg/kg) showed an inhibitory effect on the development of tumors to a higher extent than PTX (10 mg/kg). At day 15 after administration, the average tumor weight was approximately two- or three-fold less in the mice treated with 7.5 or 15 mg/kg of Dip G compared with the vehicle controls (Fig. 6b). H&E staining showed extensive pulmonary metastasis in vehicle control mice (Fig. 6c), and ~80% of the control mice developed lung metastases (Fig. 6d). In contrast, Dip G treatment markedly reduced the incidence of metastasis, and no metastatic foci were found in the lungs of mice treated with 15 mg/kg Dip G. Furthermore, positive immunostaining for ERβ and GABARAPL1 revealed that the Dip G-treated tumors had a dose-dependent increase in these proteins (Fig. 6e). Dip G treatment also reduced the mRNA expression of both stemness-associated genes and basal-like genes *CD44* and *CK5*, while increasing the expression of the luminal-like genes *FOXA1* and *GATA3* in the tumors (Fig. 6f). However, the PTX-treated tumors showed no change compared with the controls.

**Fig. 6:**
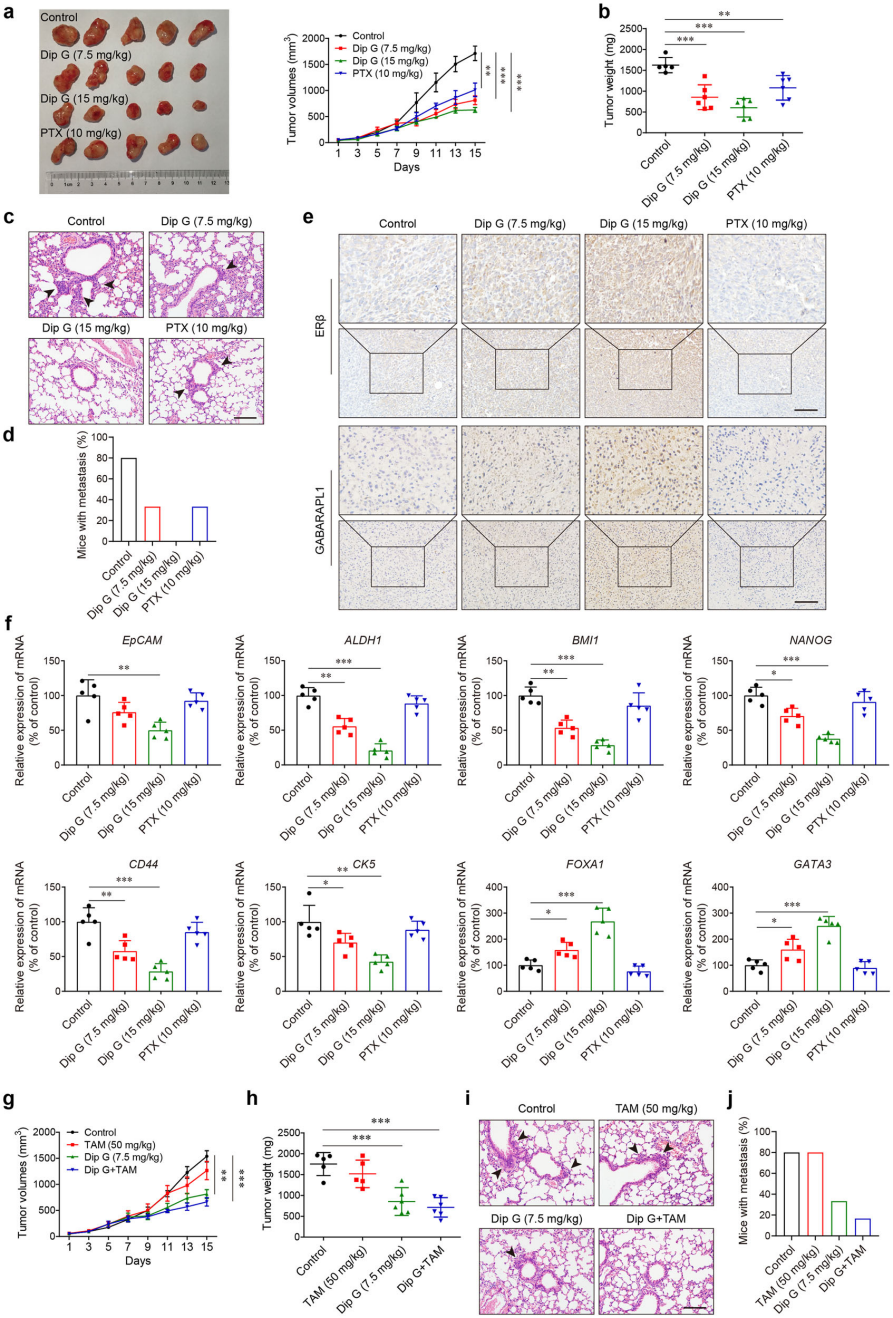
In vivo therapeutic efficacy of Dip G by triggering basal-like breast tumor differentiation. MDA-MB-231 cells (2 × 10^6^) were inoculated into the mammary fat pads of female nude mice. After 10 days, mice (*n* = 6) were treated with vehicle control (olive oil), Dip G (7.5 or 15 mg/kg/day) or PTX (10 mg/kg/7 days) intraperitoneally for an additional 14 days. **a** Tumor growth curves. Left panel: representative images of the tumors at the end of the experiments. **b** Tumor weight on day 15. **c** Representative images of lung sections stained with H&E. The lung tissues were excised on day 15. Black arrow, metastatic foci in the lungs. Scale bar, 100 μm. **d** The proportion of mice with lung metastasis in each group. **e** Tumor sections were stained with antibodies against ERβ and GABARAPL1. Upper, enlarged images of rectangles. Scale bar, 100 μm. **f** The mRNA levels of the indicated genes in tumors excised on day 15. β-Actin was used as an internal control. **g**–**j** The mice carrying orthotopically transplanted MDA-MB-231 tumors were treated with Dip G (7.5 mg/kg/day, intraperitoneally), tamoxifen (50 mg/kg/day, orally) or a combination of the two. **g** Tumor growth curves. **h** Tumor weight. **i** Representative images of lung sections stained with H&E. Scale bar, 100 μm. **j** The proportion of mice with lung metastasis in each group. *P < 0.05, **P < 0.01, ***P < 0.001.

To demonstrate the utility of Dip G for sensitization of basal-like cancer tumors to the action of tamoxifen, we assessed the therapeutic potential of the combination of Dip G and tamoxifen in an MDA-MB-231 orthotopic-transplant model. As expected, treatment with tamoxifen alone was unable to influence the in vivo growth of MDA-MB-231 tumors (Fig. 6g). In contrast, combined administration of tamoxifen with 7.5 mg/kg of Dip G led to significant growth inhibition and tumor weight reduction (Fig. 6g, h). In addition, the frequency of pulmonary metastasis was greatly decreased following tamoxifen therapy in combination with Dip G (Fig. 6i, j), suggesting that the induction of ERβ and GABARAPL1 indeed invoked sensitivity to the action of tamoxifen.

## Discussion

Due to the lack of therapeutic targets, breast cancer of the basal-like, hormone receptor-negative subtype remains an unmet clinical challenge. Thus, new treatment approaches are urgently needed. In this study, we demonstrate that the natural product Dip G exhibits a robust growth inhibitory activity in basal-like breast cancer cell lines by inducing cell differentiation both in vitro and in vivo. More importantly, Dip G treatment resulted in the conversion of basal-like breast cancer cells into a luminal state that rendered sensitivity to tamoxifen therapy. Rather than searching for new drugs targeting genetic or epigenetic changes, pharmacological strategies that induce a switch from basal-like breast cancer to a luminal subtype may be a promising option based on the high degree of heterogeneity and plasticity in basal-like breast cancer cells. Such differentiation therapy is advantageous over traditional chemotherapy which indiscriminately killing proliferating cells. Abundant studies are currently in progress trying to use differentiation agents such as ATRA, miR-100 and histone deacetylase inhibitors in breast cancer^26–28^. miR-100 promotes breast cancer cell differentiation by changing a basal-like phenotype into a luminal phenotype and boosts the basal-like breast cancer response to hormonal therapy through the expression of ER^27^. In addition, blockade of PDGF-CC through pharmacological means has been reported to prompt sensitization of previously resistant basal-like breast tumors to the action of endocrine therapy by inducing ER^10^. To our knowledge, Dip G is the first natural product that triggers the phenotype switch in basal-like breast cancer. Given its feasibility of totally synthesis, Dip G may be developed as a novel differentiation agent for patients with basal-like breast cancer.

A phenotype switch from basal-like to luminal breast cancer can be achieved through the expression of FOXA1, GATA3 or ESR1^11–13^. FOXA1 is essential for the transcriptional activation of luminal genes and repression of basal genes in breast cancers^13,29,30^. GATA3, another luminal subtype-specific transcription factor, has been proposed to play a similar role as FOXA1^31,32^. Indeed, Dip G increased the expression of *FOXA1* and *GATA3*, while suppressing the expression of the basal-like genes *CD44* and *CK5* both in vitro and in vivo. 

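*FOXA1* lies on the reverse strand of chromosome 14 from 37589984 to 37596059. Its FPKM was 0.825, 0.483 and 0.822 in the control libraries and 2.11, 2.29 and 1.63 in the Dip G libraries, or 0.710 ± 0.197 and 2.01 ± 0.342 (SD, n = 3 each). The log2 fold change was 1.40 (SE 0.19, limma adjusted p = 0.000145), and with the replicate number as a block the adjusted p-value was 0.000685. Leaving out each library in turn gave log2 fold changes from 1.18 to 1.54. With a pseudocount of 1 in place of 0.1 the log2 fold change was 0.82, as its control mean is under 1 FPKM.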

The genome-wide expression analysis showed that *FOXA1* expression was 2.55-fold higher in MDA-MB-231 cells treated with Dip G than in the untreated control (See GSE148100). 

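The luminal classifier genes of Fig. 2b that were lower with Dip G included *GATA3*, a transcription factor gene on chromosome 10 from 8045378 to 8075203. It went from 3.17 ± 0.167 to 2.14 ± 0.305 FPKM (SD, n = 3 each), a log2 fold change of −0.55 (SE 0.10, limma adjusted p = 0.000753; 0.00113 with the replicate number as a block). *GSE1* fell by 0.52 on the log2 scale, *MLPH* by 0.37, *ALDH6A1* by 0.34, *GPD1L* by 0.26 and *KRT8* by 0.20. *GPD1L* is in both classifier lists. The genes with no significant change included *KRT19* (−0.10), *CA12* (−0.02) and *AP1G1* (0.03), and *AP1G1* turned to −0.12 when the libraries were scaled by the median ratio. *EPN3*, *TFF3*, *TJP3*, *NEBL* and *SPDEF* were below the filter on low values in these cells.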

Although Dip G induced the expression of a subset of, but not all of luminal genes, GSEA revealed an induction of a molecular signature with a more luminal pattern upon Dip G treatment. Decreased aggressiveness of basal-like breast cancer cells, as evidenced by a growth arrest and reduction in migration and stemness, further suggests that Dip G is capable of inducing less differentiated breast cancer cells to acquire phenotypic characteristics of more differentiated or luminal cells.

In this study, our findings reveal a previously unappreciated role for GABARAPL1 as a determinant of the molecular subtype of breast cancer. Dip G has a robust GABARAPL1-inducing activity in basal-like breast cancer cells. Transient GABARAPL1 silencing caused the failure of Dip G to increase the expression of *FOXA1* and *GATA3*, accompanied by the rescued cell viability and stemness. Interestingly, upregulation of GABARAPL1 has also been observed during ATRA-induced neutrophil differentiation in AML^21^ and Dip G-induced AML myeloid differentiation (unpublished data), indicative of the link between GABARAPL1 and cell differentiation. It is well known that GABARAPL1 associates with autophagic vesicles and regulates autophagic flux^33^. However, we did not observe the elevated autophagy levels in base-like breast cells treated with Dip G, suggesting that GABARAPL1-mediated autophagy could not account for its function in cell differentiation. Similarly, Poillet-Perez et al.^34^ reported that GABARAPL1 tumor suppressive function is independent of its conjugation to autophagosomes in breast cancer cells. Rather than having autophagy-regulating action, GABARAPL1 could play a differentiation-inducing role in other mechanisms that remain to be investigated.

Although ESR1 is a luminal lineage-driving transcription factor, Dip G attenuated its transcription and showed no detectable effect on ERα protein level. In contrast, Dip G enhanced the expression of ESR2 at both the mRNA and protein levels, suggesting that Dip G acts as a dual-functional moiety as described previously^24^. In fact, a previous study reported that instead of targeting ER, Dip G targets the CHIP E3 ubiquitin ligase shares by ERα and ERβ, and increases ERβ protein stability, while decreasing ERα protein levels in breast cancer cells^24^. Both ERα and ERβ mediate estrogen signaling by binding to the ERE of target genes^35^. ChIP assays showed that Dip G remarkably enhanced the recruitment of ERβ to the *GABARAPL1* promoter regions. Dip G-induced GABARAPL1 expression was reversed by knocking down ERβ, while silencing GABARAPL1 showed no effect on the upregulation of ERβ by Dip G. It is thus likely that Dip G induces basal-like breast cancer cell differentiation via an ERβ-dependent induction of GABARAPL1. Many studies have reported the link between high ERβ expression in clinical samples of breast cancer and better prognosis^36^. Studies in cell lines and a preclinical breast cancer animal model also suggest a beneficial effect of ERβ^37–39^. Moreover, ERβ expression may correlate with a favorable response to endocrine therapy^40,41^. There is an ongoing clinical trial to investigate the effectiveness of adjuvant endocrine therapy for operable ERβ positive, ERα/PR negative, HER-2 negative breast cancer (https://clinicaltrials.gov/ct2/show/NCT02089854). Indeed, we found that Dip G was useful as a combination partner to tamoxifen therapy in MDA-MB-231 tumors.

In summary, our study demonstrated that the natural small-molecule Dip G induces cell differentiation by converting basal-like breast cancer cells into a luminal state that renders sensitivity to tamoxifen therapy. In addition, our findings identified GABARAPL1 as an ERβ-dependent regulator of the molecular subtype of breast cancer. This work reveals new therapeutic opportunities for refractory basal-like breast cancer.

## Materials and methods

### Reagents and antibodies

Dip G (>98% purity) was isolated as previously described^22^. Chloroquine, oil red O, sodium butyrate (NaB), methyl thiazolyl tetrazolium (MTT) and tamoxifen (TAM) were purchased from Sigma-Aldrich (St. Louis, MO). Z-VAD-FMK and necrostatin-2 were from Selleck (Houston, TX). Anti-E-cadherin (14472), anti-vimentin (5741), anti-N-cadherin(13116), anti-p-β-catenin (Ser33/37/Thr41) (9561), anti-p-β-catenin (Thr41/Ser45) (9565), anti-p-β-catenin (Ser552) (5651), anti-p-β-catenin (Ser675) (4176), anti-β-catenin (8480), anti-c-Myc (18583), anti-LC3B (3868) and anti-GABARAPL1 (26632) were purchased from Cell Signaling Technology (Beverly, MA). Polyclonal anti-GABARAPL1 (11010-1-AP) was from Proteintech Group (Chicago, IL). Anti-ERα (sc-8002), anti-ERβ (sc-373853 X) and anti-β-Actin (sc-47778) were from Santa Cruz Biotechnology (Santa Cruz, CA). Anti-SQSTM1/p62 (ab101266) was from Abcam (Cambridge, UK). CD24 monoclonal antibody (FITC) (11-0247-42), CD44 monoclonal antibody (PE-eFluor 610) (61-0441-80), Lipofectamine 3000 and Lipofectamine RNAi MAX were purchased from Thermo Fisher Scientific (Waltham, MA).

### Cell culture and transfection

Human basal-like breast cancer cell lines MDA-MB-231, SUM1315 and MDA-MB-468 were purchased from the Cell Bank Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China), who provided an authentication certificate. All of the cells were cultured in DMEM medium (Life Technologies, Grand Island, NY) containing 10% FBS (GIBCO, Grand Island, NY), 100 mg/ml streptomycin and 100 U/ml penicillin at 37 °C in a humidified atmosphere with 5% CO_2_.

mCherry-GFP-LC3 plasmid was purchased from Addgene (Cambridge, MA). siRNA targeting GABARAPL1 and ERβ were from Santa Cruz Biotechnology. SUM1315 cells were transfected with mCherry-GFP-LC3 plasmid using Lipofectamine 3000. For RNA interference, SUM1315 cells were transfection with siRNA using Lipofectamine RNAi MAX according to the manufacturer’s instruction.

### Mice

6–8 weeks-old female BALB/c nude mice were obtained from the Model Animal Research Center of Nanjing University (Nanjing, China). All animal studies were carried out in compliance with the guidelines (Ministry of Science and Technology of China, 2006) and relevant ethical regulations of Nanjing University. All efforts were made to minimize the suffering of animals and the number of animals used.

### Real-time RT-PCR

RNA samples isolated from cell lines or tumors were reverse transcribed to cDNA and subjected to quantitative PCR, which was performed using the iQSYBR Green Supermix (Bio-Rad, Hercules, CA) and BioRad CFX96 Touch Real-Time PCR Detection System (Bio-Rad). The threshold cycle numbers were determined using the BioRad CFX Manager software V.5.0. The condition for amplification was 1 cycle at 95 °C for 2 min followed by 40 cycles at 95 °C for 15 s, 60 °C for 30 s, and 95 °C for 10 s. The primer sequences used in this study are listed in the Supplementary Table S2.

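The 23 primer pairs for RT-PCR were compared with the GENCODE release 29 transcripts. Both primers of 22 pairs had an exact match in at least 1 transcript of the gene they are listed for, with amplicons from 64 to 250 bp. The *GATA3* pair had none. Its closest sites, in 6 *GATA3* transcripts, differed by 3 edits from the forward primer and by 2 edits from the reverse primer. The *NANOG* pair also matched the pseudogenes *NANOGP4*, *NANOGP8* and *NANOGP9*, and the *BMI1* pair also matched the readthrough gene *COMMD3-BMI1*. The *GABARAPL1* amplicon is 116 bp long and the *FOXA1* amplicon 120 bp long. For *ACTB*, the internal control, the amplicon is 250 bp long.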

### Western blot

Western blot analysis was performed as previously described^22^.

### Oil red O staining

Cultured cells were fixed with 4% paraformaldehyde for 30 min, washed with PBS and soaked with 60% isopropanol for 15 s. Then, the cells were stained with 0.3% Oil-Red-O in 60% isopropanol for 30 min and washed with PBS and 60% isopropanol. Merge images were obtained using a Nikon inverted microscope (Tokyo, Japan).

### Wound-healing assay

In total, 5 × 10^5^ cells were seeded into six-well plates and incubated in the presence or absence of Dip G until 100% confluence was reached. The layer of cells was scratched with the tip of micropipette and washed with PBS to remove cellular debris. Images were photographed at 0 and 6 h using a Nikon inverted microscope (Tokyo). The distance of cell migration was analyzed using Image J software (NIH, Bethesda, MD).

### RNA sequencing

MDA-MB-231 cells were treated without or with 15 μM of Dip G for 24 h. The total RNA was extracted using the mirVana miRNA Isolation Kit (Thermo Fisher Scientific). RNA integrity was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). The samples with RNA Integrity Number ≥ 7 were subjected to the subsequent analysis. The libraries were constructed using TruSeq Stranded mRNA LTSample Prep Kit (Illumina, San Diego, CA) according to the manufacturer’s instruction. Then these libraries were sequenced on the Illumina sequencing platform (HiSeqTM 2500 or Illumina HiSeq X Ten). The transcriptome sequencing and analysis were conducted by OE biotech Co., Ltd. (Shanghai, China). The data were deposited at the Gene Expression Omnibus at NCBI under accession number GSE148100.

### Chromatin immunoprecipitation (ChIP)

ChIP assays were performed using Pierce Magnetic ChIP Kit (Thermo Fisher Scientific) according to the manufacturer’ s instruction. An antibody against ERβ was used for immunoprecipitation. The enrichment of ERβ at the promoter region of *GABARAPL1* was analyzed by real-time RT-PCR using the appropriated promoter primers. Relative quantification of target was normalized to input control. 

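The *GABARAPL1* pair used in ChIP-PCR, CGGACGTTTCTGCAGCTATTC and GCAGGGCTTCCGAGATCC, amplifies 108 bp of chromosome 12 from 10213014 to 10213121 (GRCh38, placed through the GENCODE release 29 transcripts). This stretch lies in the 5′ UTR of 10 *GABARAPL1* transcripts. In the protein-coding transcript ENST00000266458, whose first base is at 10212805, it covers bases 210 to 317 of exon 1. The coding sequence of that transcript begins at base 326, at position 10213130. In the protein-coding transcript ENST00000545859, whose first base is at 10212597, the stretch is in exon 2. In these 10 transcripts both primers sit downstream of the transcript start; 2 other *GABARAPL1* transcripts contain only the reverse primer.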

The primer sequences used in ChIP-PCR were as follows: GABARAPL1 forward, 5′-CGGACGTTTCTGCAGCTATTC-3′; GABARAPL1 reverse, 5′-GCAGGGCTTCCGAGATCC-3′.

### In vivo experiments

MDA-MB-231 cells (2 × 10^6^ cells in 20-μL PBS) were subcutaneously injected near the fat pad of the fourth mammary gland in the lower abdomen of nude mice. After 10 days, the mice bearing tumors (an average size of 50 mm^3^) were randomly divided into groups (*n* = 6 mice per group). Vehicle control (olive oil), Dip G (7.5 or 15 mg/kg/day) or paclitaxel (PTX, 10 mg/kg/7 days) were administered for 14 days by intraperitoneal injection. Tamoxifen (50 mg/kg/day) was orally administered for 14 days. Tumor volumes were measured every two days and calculated using the formula: *V* = 0.5236 × L1 × (L2)^2^, where L1 is the longer and L2 is the shorter tumor axis. At day 15, the mice were sacrificed and the tumor and lung tissues were excised.

### Histologic analysis and Immunohistochemistry

For histologic analysis, lung sections were stained with hematoxylin and eosin and photographed using a light microscope (Olympus). Immunostaining of GABARAPL1 and ERβ of tumor sections was performed using a Real Envision Detection kit (GeneTech, Shanghai) according to the manufacturer’ s instruction. Data analysis was performed blindly.

### Statistical analysis

Data are expressed as the means ± S.D. The Student’s *t* test was used to evaluate the difference between groups. In some experiments, statistical analyses were performed using one-way analysis of variance (ANOVA) followed by a post-hoc test. All the data were generated from at least three independent experiments. The investigators were not blinded to allocation during experiments and outcome assessment. There were no samples or animals excluded from the analysis. All statistical analyses were performed using the SPSS version 10.0 statistical software (SPSS, Chicago, IL). *P* < 0.05 was considered significant.

## Supplementary information

Supplementary Figure legends

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Supplementary Table legends

Table S1

Table S2

# Supplementary material for: Triggering a switch from basal- to luminal-like breast cancer subtype by the small-molecule diptoindonesin G via induction of GABARAPL1
**Source:** Cell Death Dis. 2020 Aug 15;11(8):635. doi: 10.1038/s41419-020-02878-z
**Supplement:** Supplementary file 1 — Supplementary Figure legends

**Triggering a switch from basal- to luminal-like breast cancer subtype by the small-molecule diptoindonesin G via induction of GABARAPL1**

Minmin Fan^1, *^, Jingwei Chen^1,*^, Jian Gao^1^, Wenwen Xue^1^, Yixuan Wang^1^, Wuhao Li^1^, Lin Zhou^1^, Xin Li^1^, Chengfei Jiang^2^, Yang Sun^1^, Xuefeng Wu^1^, Xudong Wu^1^, Huiming Ge^1^, Yan Shen^1^, Qiang Xu^1  ^

**Supplementary methods**

***Cell viability and proliferation assays***

Cells (1 x 10^5^ cells per well) were plated on a 12-well plate and treated with various concentrations of Dip G for indicated time courses. The number of cells were assessed in Trypan Blue dye exclusion method with manual cell counting using a hemocytometer (XB.K.25, QIUJING, Shanghai). For soft ager colony-formation assay, cells were pretreated with Dip G for 24 h. Then 1000 viable cells were seeded into 6-well plates and cultured for another 10 days. Cells were fixed with 4% paraformaldehyde and stained with crystal violet. The plates were photographed using a digital camera (Olympus). The number of colonies were detected at 40 × magnification using a Nikon inverted microscope. For EdU incorporation analysis, cells were treated with various concentrations of Dip G for indicated time courses. Then cells were collected and stain with EdU apollo 567 in vitro kit (Solarbio Life Sciences, Beijing, China) according to the manufacturer’s instruction.

***Flow cytometry analysis***

Cells were labeled with CD24-FITC and CD44-PE-eFluor 610 antibodies. The expression of CD24 and CD44 were analyzed using a FACSCalibur flow cytometer (Becton Dickinson, San Jose, CA). The data were processed by FlowJo software.

**Supplementary Figure Legends**

**Figure S1. Anti-proliferative effects of Dip G on basal-like breast cancer cells.** (a) MDA-MB-231, SUM1315 and MDA-MB-468 cells were treated with various concentrations of Dip G for 96 h, and the number of cells were counted using a Trypan Blue exclusion assay. (b) MDA-MB-231 and SUM1315 cells were pretreated with Dip G (7.5 μM) for 24 h. Then 1000 viable cells were cloned in soft agar and cultures for another 10 days. The six-well plates were photographed using a digital camera and the number of clones were counted. (c, d) SUM1315 cells were treated with various concentrations of Dip G for 72 h (c) or with Dip G (7.5 μM) for different time courses (d), the effects of Dip G on cell proliferation were using EdU staining assay. Scale bar, 50 μm. The data are the mean ± S.D. of three independent experiments. **P*<0.05, ***P*<0.01, ****P*<0.001 versus the control group without Dip G treatment.

**Figure S2. Dip G-mediated inhibition of cell proliferation is not attributable to apoptosis, necroptosis or autophagic cell death.** MDA-MB-231 cells were pretreated with various inhibitors (20 μM z-VAD-FMK, 30 μM Necrostatin-2, or 20 μM Chloroquine) for 2 h, then treated with Dip G (7.5 μM) for 72 h. Cell viability was determined by MTT assay. Data are shown as the mean ± S.D. of three independent experiments. ***P*<0.01.

**Figure S3.** **Dip G attenuates the stemness of basal-like breast cancer cells.** (a) MDA-MB-231 and SUM1315 cells were incubated with various concentrations of Dip G for 72 h or with Dip G (7.5 μM) for different time courses. CD24 and CD44 expression were detected using flow cytometry. (b) Cells were treated with various concentrations of Dip G for 24 h. The levels of indicated protein associated with the canonical Wnt/β-catenin signaling pathway were determined by western blot. β-Actin was used as a loading control. Data shown is representative of three experiments.

**Figure S4. GABARAPL1 is downregulated in breast cancer.** The mRNA expression of GABARAPL1 in normal tissues (n=114) and tumor tissues (n=1097) based on an analysis of the TCGA dataset. ****P*<0.001

**Figure S5. Dip G had no impact on the autophagy level in base-like breast cells.** (a) MDA-MB-231 and SUM1315 cells were treated with various concentrations of Dip G for 24 h. The protein levels of LC3B, p62 and GABARAPL1 were determined by western blot. β-Actin was used as a loading control. (b) SUM1315 cells were transfected with the mCherry-GFP-LC3 plasmid for 24 h and then treated with Dip G for 24 h or treated with EBSS for 4 h. The localization of mCherry-GFP-LC3 was detected by confocal immunofluorescence microscopy. Scan bar, 10 μm. Data shown is representative of three experiments.

**Figure S6. ESR2 mRNA level was knocked down by using siRNA.** SUM1315 cells were transfected with NC-siRNA or siRNA targeting ERβ for 48 h. The mRNA levels of ESR2 was determined by real-time RT-PCR. β-Actin was used as an internal control. Data are shown as the mean ± S.D. of three independent experiments. ***P*<0.01.

**Figure S7. The raw data of western blot for GABARAPL1.**

# Supplementary material for: Triggering a switch from basal- to luminal-like breast cancer subtype by the small-molecule diptoindonesin G via induction of GABARAPL1
**Source:** Cell Death Dis. 2020 Aug 15;11(8):635. doi: 10.1038/s41419-020-02878-z
**Supplement:** Supplementary file 9 — Supplementary Table legends

**Supplementary Table Legends**

**Table S1.** **Common** **differentially up-regulated and down-regulated genes between Dip G-treated MDA-MB-231 and HL60 cells.**

**Table S2. Primer sequences for real-time RT-PCR**

# Supplementary material for: Triggering a switch from basal- to luminal-like breast cancer subtype by the small-molecule diptoindonesin G via induction of GABARAPL1
**Source:** Cell Death Dis. 2020 Aug 15;11(8):635. doi: 10.1038/s41419-020-02878-z
**Supplement:** Supplementary file 11 — Table S2

**Table S1. Primer sequences for real-time RT-PCR**

| Primer | Forward (5′→3′) | Reverse (5′→3′) |
| --- | --- | --- |
| E-Cadherin | GGCGCCACCTGGAGAGA | TGTCGACCGGTGCAATCTT |
| Vimentin | TACAGGAAGCTGCTGGAAGG | ACCAGAGGGAGTGAATCCAG |
| N-Cadherin | ATCCTACTGGACGGTTCG | TTGGCTAATGGCACTTGA |
| GABARAPL1 | ATGAAGTTCCAGTACAAGGAGGA | GCTTTTGGAGCCTTCTCTACAAT |
| CD44 | CTGCCGCTTTGCAGGTGTA | CATTGTGGGCAAGGTGCTATT |
| CK5 | CCAAGGTTGATGCACTGATGG | TGTCAGAGACATGCGTCTGC |
| FOXA1 | GCAATACTCGCCTTACGGCT | TACACACCTTGGTAGTACGCC |
| GATA3 | CAATGCCTGCGGACTCTACC | GGTGGTGGTCTCGACAGTTCG |
| EpCAM | AATCGTCAATGCCAGTGTACTT | TCTCATCGCAGTCAGGATCATAA |
| ALDH1 | CCGTGGCGTACTATGGATGC | GCAGCAGACGATCTCTTTCGAT |
| BMI1 | GAAATGAAGAGAAGAAGGGA | CCGATCCAATCTGTTCTGGT |
| NANOG | TTTGTGGGCCTGAAGAAAACT | AGGGCTGTCCTGAATAAGCAG |
| ESR1 | GAAAGGTGGGATACGAAAAGACC | GCTGTTCTTCTTAGAGCGTTTGA |
| ESR2 | TCCATCGCCAGTTATCACATCT | CTGGACCAGTAACAGGGCTG |
| ELK3 | ATCTGCTGGACCTCGAACGA | TTCTGCCCGATCACCTTCTTG |
| FBN1 | GCGGAAATCAGTGTATTGTCCC | CAGTGTTGTATGGATCTGGAGC |
| MAP4K4 | GACTCCCCTGCAAAAAGTCTG | GTCCATAGGTGCCATTTCCAA |
| ZEB1 | TTACACCTTTGCATACAGAACCC | TTTACGATTACACCCAGACTGC |
| ERBB3 | GACCCAGGTCTACGATGGGAA | GTGAGCTGAGTCAAGCGGAG |
| XBP1 | CCCTCCAGAACATCTCCCCAT | ACATGACTGGGTCCAAGTTGT |
| TTC39A | CCCTGGACCAGTGCATGAC | TTCTGGGCTTGAGGTAGCTGA |
| SELENBP1 | TCCCCAGTATTGCCAGGTCAT | CGACTTGGTGCTATCACCGAA |
| β-Actin | CATGTACGTTGCTATCCAGGC | CTCCTTAATGTCACGCACGAT |

How the deposited data were processed for this re-analysis (not part of the article)

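RNA from MDA-MB-231 cells without Dip G (control) or with 15 μM Dip G for 24 h was sequenced in 3 libraries per group. The authors deposited FPKM values per gene and library in a table with Ensembl gene identifiers. The paper's text does not name the aligner, the quantification program, the genome build or the annotation used to make them. The FPKM values were used as deposited. These values are not counts, so tests made for counts were not used. The lowest value above 0 was 3.0e-63, 3268 lines were at 0 in all libraries, and no libraries were identical. There were 19291 different identifiers, and 68 lines repeated the identifier of an earlier line. Lines with a repeated identifier were kept apart and given no gene name. Names and coordinates came from GENCODE release 29 (GRCh38), and 18452 identifiers had coordinates there; 828 had no name and were tested without one. Older symbols of the paper's lists were matched through a table of gene names.

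Absolute depth is unknown. Its value relative to control replicate 1 was estimated from genes with FPKM between 0.001 and 0.03 and averaged 1.05 in the control and 1.01 with Dip G, so depth differed little between the groups. Genes with FPKM above 0 numbered 14362, 14439 and 14496 in the control and 14755, 14836 and 14853 with Dip G, and the 10 highest genes held 7.68%, 7.68% and 7.62% against 6.89%, 6.70% and 6.70% of the FPKM sum. Low FPKM values rest on few reads, which limits the precision of genes with a mean FPKM under 1.

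Genes with a mean FPKM of at least 0.1 were tested on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3 (trend of the variance on mean expression), comparing all 3 Dip G with all 3 control libraries, with Benjamini-Hochberg adjustment at 0.05. Classifier genes were counted at an unadjusted p-value under 0.05, since Table 1 of the paper gives a p-value threshold and names no adjustment. Exact permutation tests of single genes cannot give a p-value under 0.10 with 3 libraries against 3. GSEA was computed with genes ranked by the signal-to-noise ratio of FPKM (SD at least 0.2 of the mean), weight 1 and 10000 random lists; its p-value is the share among random lists whose score has the same sign, and where none scored as far the number of these lists is given instead. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. On simulated data with 200 of 12699 genes changed, 94% of the changed genes were recovered, 5.5% of the calls were on unchanged genes and no gene was called when none was changed. The simulation had no shift between the groups, whereas 73.7% of the genes tested were called in the data. Its error rate therefore need not hold for the real calls. On random gene lists with randomly drawn ranking values, 4.5% had an enrichment p-value under 0.05, which checks the computation only.

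The alternatives set before the data were examined were pseudocounts of 1 and 0.01, no filter or a mean FPKM of at least 1, TPM, median-ratio and quantile scaling, an unmoderated linear model, the replicate number as a block, a 1.5-fold minimum, list-wise adjustment, other rankings and random lists for GSEA, camera, and leaving out each library in turn. The pairing of the libraries comes only from the replicate numbers in the sample labels. Same-numbered libraries did not deviate together from their group means (mean correlation −0.024). The rule for named genes, also set beforehand, was every gene the paper names where a sentence needs it, the GABARAP and MAP1LC3 family members, and the 5 largest rises and 5 largest falls among significant genes with a mean FPKM of at least 1 and no overlap between the groups. *ACTG1*, *GAPDH*, *TBP* and *HPRT1* were added after values were seen. The basal A list, the HL-60 data and the paper's own GSEA lists were not used here, and *PALM2*, *SQSTM1* and *B2M* were not matched to the table. Some classifier genes that were tested and counted are not reported here by name or drawn.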

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

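The tests of scaling on *ACTB* and on the genes outside the paper's lists, and the test of the size of the length difference within groups, were chosen only after the result was seen.

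Among the genes with a limma adjusted p-value under 0.05, 8729 lie outside the classifiers and Supplementary Table S1, which the paper discusses, and they drew attention as a signal in genes it does not report on. Of these, 1006 changed at least 2-fold, 650 of them higher and 356 lower. Scaling of the libraries was weighed as a technical explanation. With the libraries scaled by the median ratio, 80.9% of the 8729 genes were called in the same direction, so scaling does not account for most of them, although it sets the ratio of higher to lower genes. A difference in depth was not large (1.05 and 1.01 on average). Other divisions of the 6 libraries into groups of 3 were also tested. Of the 4 that part the same-numbered libraries, 1, the actual one, gave as many higher genes, and 1 gave as many lower genes; the other 3 gave none at an adjusted p-value under 0.05, and at an unadjusted one gave 20, 20 and 14 higher and 16, 14 and 35 lower genes. These other divisions mix treated and control libraries in each group, which widens the spread within it. The remaining 6 divisions part only 1 same-numbered pair; they also gave 0 genes at an adjusted p-value under 0.05, and at an unadjusted one from 14 to 42 higher and from 10 to 37 lower genes. Only the actual division thus gave any gene at that threshold. With 4 divisions the share cannot fall below 1 of 4 whatever the data, so the difference cannot be told apart from a random grouping by this test, which says nothing on its size. A broad response to Dip G may account for these genes, as a hypothesis.

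Across the 10161 genes with a mean FPKM of at least 1 and a single annotated gene, the log2 fold change correlated with genomic length (Spearman's rho = −0.336 across genes, which are not independent replicates). The idea came from very long genes among the decreased genes of Supplementary Table S1, before the deposited values were examined. The paper chose those genes partly from these same libraries, and they were not left out here. The correlation is therefore not independent of the list that prompted it. The paper does not discuss gene length. Genes of at least 200 kb had a median log2 fold change of −0.69, 82.5% of these 576 genes were lower and 6.6% higher, and the 9 pairs of a Dip G and a control library gave medians from −0.73 to −0.64. The median was 0.22 for the 1881 genes under 10 kb, 0.25 from 10 to 30 kb, 0.14 from 30 to 100 kb and −0.17 from 100 to 200 kb. After scaling by the median ratio the median of the longest genes was −0.84. The rho was −0.301 partial on transcript length and mean FPKM and −0.294 partial on transcript GC content, so neither accounts for it. With exon length, the rho was −0.201, and −0.005 partial on genomic length and mean FPKM.

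Library differences unrelated to the treatment are harder to set apart. The 9 pairs gave rho from −0.379 to −0.292, and the strongest rho between libraries of one group was −0.290, so the rank correlation alone hardly separates the treatment. The size of the difference does: the median of genes of at least 200 kb minus that of genes under 10 kb lay between −1.002 and −0.843 for the 9 pairs and between −0.107 and 0.046 within groups. In 2 of the 4 divisions that part the same-numbered libraries, and in 4 of the other 6, the rho was as strong, so it cannot be told apart from a random grouping by that count. Each other division still sets more Dip G libraries on one side, and a rank correlation does not depend on the size of a difference, so this count is a weak test. A candidate explanation is that Dip G lowers the output of long genes, for example through transcription elongation; this remains a hypothesis, and the data hold no measure of elongation.

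*ACTB*, used by the paper as the internal control for RT-PCR, had a log2 fold change of −0.87 (limma adjusted p = 1.25e-07, lower in 3 of 3 Dip G libraries), and it drew attention because the paper does not analyse it. Median-ratio scaling, which gave −1.03, lowers nearly every gene and so could only deepen the fall. Of the scalings tried, quantile normalization moved it nearest to 0, to −0.75, and it stayed significant, so scaling does not fully explain the fall. Reads moved to the near-identical *ACTG1* do not explain it either, since *ACTG1* had a log2 fold change of −0.65. *GAPDH* changed by −0.06, *TBP* by 0.11 and *HPRT1* by 0.14, and after median-ratio scaling *GAPDH* was −0.21 and *TBP* and *HPRT1* turned slightly negative. The *GAPDH* change was not significant with FPKM as deposited but was in TPM and with median-ratio and quantile scaling. An effect of Dip G on actin mRNA may account for the fall, as a hypothesis. If *ACTB* mRNA also fell in the RT-PCR samples, ratios to it could be raised for every gene; the test of this idea on Fig. 2d is among the other observations.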

How the results depend on the processing

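All alternatives here were set before the data were examined, and none was added later.

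The classifier counts, the counts of Supplementary Table S1 genes, the basal B enrichment score and the *FOXA1* and *GABARAPL1* fold changes kept their direction and their side of the threshold under every alternative run for them. The enrichment scores were not run in TPM or with quantile normalization, other pseudocounts or the unmoderated model, and the 1.5-fold minimum was not run for the classifier counts or single genes. Basal B genes lower with Dip G numbered from 52 to 60 and luminal genes higher from 7 to 10. With the replicate number as a block the basal B count was 53. Requiring at least a 1.5-fold change left 2301 higher and 1172 lower genes, and the leave-one-out fits gave from 5782 to 5994 higher and from 2989 to 3130 lower genes.

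The luminal enrichment score did not keep its side of the threshold. It was 1.48 and passed 0.05 against random lists matched on genomic gene length. It ranged from 1.415 to 1.488 across the 6 fits that each left out one library, and passed without control replicate 1 and without Dip G replicate 3. The camera test of limma reversed its direction (adjusted p = 0.845). The cause was not tested. The score was lower with median-ratio scaling (1.25), with genes of a mean FPKM of at least 1 (1.165) and with genes ranked by the limma statistic (0.98). With that ranking and the replicate block it was 0.851, so most of this drop comes with the ranking and not with the block.

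The correlation of log2 fold change with gene length moved to −0.301 partial on transcript length and mean FPKM, to −0.321 with genes of at least 0.1 FPKM, and from −0.348 to −0.314 with each library left out; the cause was not tested. Of the 580 alternatives run on 39 single genes, 544 kept direction and threshold side, 21 were weaker, 12 stronger and 3 reversed. The reversed ones were *TUBB6* (−0.068), *TBP* (−0.044) and *HPRT1* (−0.0073), all with median-ratio scaling, which moved the median log2 fold change of all genes from 0.15 to 0.01. *ESR2* and *EPCAM* lost significance in 8 alternatives each. Absolute depth is unknown, which limits genes of low FPKM most. The size of the *FOXA1* change depended on the pseudocount, as its control mean is under 1 FPKM. Its log2 fold change was 0.82 with a pseudocount of 1.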

Differences from the paper's values

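All alternatives named here were set before the data were examined.

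The normalized enrichment score of the luminal list was 1.42 against the paper's 1.553, and its enrichment score was 0.515 against the paper's 0.548. The enrichment score of the basal B list was −0.675 against the paper's −0.649. None of the alternatives closed any of these 3 gaps. The paper describes its lists as a large subset of the classifier genes, which may not be the lists of Fig. 2a, b used here; with the 25 luminal genes and no filter the score was 1.43.

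*MAP4K4* mRNA with Dip G was 65.9% of the control against the paper's RT-PCR value of about 28% in Fig. 2d, read by eye. *SELENBP1* was 200.8% against the paper's about 390% in Fig. 2d, read by eye. None of the alternatives closed these gaps. *ERBB3* was 245.8% with the pseudocount of 0.1, and 272.2% as a ratio of mean FPKM, against the paper's about 140% in Fig. 2d, read by eye. It was 156.6% with a pseudocount of 1 and 207.0% with quantile normalization. Both lie within 1.5 times the paper's value, while the other alternatives did not. The *ERBB3* means were 0.488 and 1.33 FPKM (control and Dip G), so a pseudocount of 1 shrinks this ratio and is weak evidence of a smaller gap.

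The paper counts as lower 8 basal B genes of Table 1 that were not called lower here. *PALM2* was not analysed here. *TUBB6* had a log2 fold change of 0.08 and was called in the other direction, as one of the 12 higher basal B genes. The remaining 6 were called in neither direction: *BAG2* had a log2 fold change of 0.02, *TPM2* −0.02, *IGFBP6* −0.05, *PROCR* −0.07, *GSDME* −0.07 and *SGK1* −0.16. With median-ratio scaling all 7 were lower at an unadjusted p-value under 0.05, which made 60 genes lower against the paper's 61. The fold changes of Supplementary Table S1 genes were also nearer the paper's after that scaling (median ratios 1.02 and 0.997, against 1.13 and 1.11). A difference in scaling can therefore account for these 7 genes. *IGFBP6*, *PROCR*, *GSDME* and *SGK1* were also called with quantile normalization, and *PROCR*, *GSDME* and *SGK1* in TPM. *IGFBP6* and *PROCR* were called without control replicate 3, and *SGK1* without Dip G replicate 2. Of the luminal genes of Table 1, *EFHD1* was not called because it was below the filter, and it was called with no filter (log2 fold change 0.81). *SLC9A3R1*, not in Table 1, was called.

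The paper reports the luminal enrichment as significant, while the permutation p-value here was 0.0678. It was under 0.05 with random lists matched on genomic gene length (0.0376), without control replicate 1 (0.0413) and without Dip G replicate 3 (0.0475). The paper calls *GABARAPL1* the most significantly regulated of the genes common to both cell lines, while by p-value it ranked 184th of the 559 Supplementary Table S1 genes tested in MDA-MB-231 cells. The paper reports *GATA3* as raised by Dip G in RT-PCR at another dose, while its log2 fold change in the sequencing data was −0.55. It reports *EPCAM* as reduced at that dose, while *EPCAM* rose by 0.25 here, which did not stay significant in every alternative. It also reports N-cadherin (*CDH2*) as decreased. Here *CDH2* went from 0.00795 to 0.0411 FPKM (control and Dip G means), below the filter and so untested.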

Other observations

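The tests of the integrated stress response, G1/S and p53 lists, and those of all 4 marker lists in other divisions of the libraries, were chosen only after the result was seen.

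Lists of marker genes were tested after leaving out genes of Supplementary Table S1, with camera p-values adjusted over the 4 lists. Camera again used its preset correlation between genes, with none estimated from these data. The integrated stress response genes were higher with Dip G (12 genes, median log2 fold change 0.80, 11 higher and 1 lower, adjusted p = 0.0025; 0.003 with the replicate number as a block), and 0.0004 of random lists matched on genomic length had a median as high. G1/S genes were higher (14 genes, median 0.64, 11 higher and 2 lower, adjusted p = 0.00567; 0.00536 with the block), with a length-matched share of 0.0038. G2/M genes were lower (23 genes, median −0.38, 16 lower and 4 higher, adjusted p = 1.27e-05; 2.26e-05 with the block), with a length-matched share of 0.0001, the smallest possible. The p53 target genes had a median of 0.27, but the adjusted p-value of 0.0644 (0.0736 with the block) did not pass; with the genes of Supplementary Table S1 kept, the list (22 genes, median 0.34, 15 higher and 1 lower) had an adjusted p = 0.0133 (0.016 with the block). After median-ratio scaling the medians of the stress response, G1/S and G2/M lists were 0.65, 0.49 and −0.52. A stress response and a cell cycle shift under Dip G is a candidate explanation, as a hypothesis. Of the 4 divisions of the libraries that part the same-numbered ones, 1, the actual one, gave as small a camera p-value for the stress response list, 1 for the G1/S list and 1 for the G2/M list, and 2 for the p53 list. In the other 3, which keep part of the treatment difference, the camera p-value was also under 0.05 in 3 for the G2/M list, in 2 for the stress response list and in 1 for the p53 list. Of the 6 divisions that part only 1 same-numbered pair, 2 gave as small a camera p-value for the p53 list and none did for the other lists. With 4 divisions the share cannot fall below 1 of 4 whatever the data, so these lists cannot be told apart from a random grouping by this test.

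Technical explanations were tested for the classifier lists. The basal B list has a median genomic length of 43.5 kb, the luminal list 29.8 kb and the genes with a mean FPKM of at least 1 have 32.5 kb. Among random lists matched on genomic length, a share of at most 0.0001 scored as low as the basal B list, and among lists matched on mean FPKM a share of at most 0.0001, both the smallest that 10000 lists can give, so neither explains its fall. For the luminal list the shares over all random lists were 0.0223 matched on genomic length and 0.0640 matched on mean FPKM (the permutation p-values of 0.0376 and 0.0916 are over those with a score above 0), so the rise may not differ from that of genes with similar FPKM. Of the 4 divisions of the libraries that part the same-numbered ones, 1 gave as many lower basal B genes, 1 as many higher luminal genes, 1 as many higher and 1 as many lower Supplementary Table S1 genes, and 1 a luminal score as far from 0, in each case the actual one. Of the 6 divisions that part only 1 same-numbered pair, 1 gave a luminal score farther from 0 (−1.455), so this score is not set apart from other divisions. All 4 of 4 gave a basal B score as far from 0, but the other divisions keep part of the treatment difference and the score does not depend on its size, so this count could hardly have come out otherwise and the score cannot be told apart from a random grouping by it.

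It was tested whether the fall of *ACTB* explains why RT-PCR ratios of Fig. 2d stand apart from FPKM ratios. Dividing each FPKM ratio by that of *ACTB* raised the median absolute log2 difference over the 8 genes from 0.585 to 0.709, and only 1 of the 8 came nearer, so the result was negative for these genes. Their RT-PCR ratios were read by eye. *GATA3*, which the paper measured at another dose, was not among them, so the test does not address its difference from the paper.

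Genes that the paper measured by RT-PCR or protein under other conditions had these log2 fold changes at 15 μM for 24 h. *CD44* fell by 1.08, *VIM* by 0.42, *MYC* by 1.26 and *BMI1* by 0.13, and *CDH1* rose by 0.79. The *CDH1* means were 0.214 FPKM in the control and 0.440 FPKM with Dip G, near the filter, and its rise was 0.25 with a pseudocount of 1. *KRT5* fell by 0.73, which was not significant (limma adjusted p = 0.0645). *CD24* (0.03) did not change significantly. *STUB1*, the gene of CHIP, which the paper cites from earlier work and did not measure itself, did not change significantly either (0.06). *EPCAM* rose by 0.25 and *ESR2* by 0.49, and both lost significance in 8 alternatives. The paper reports a fall of *EPCAM* mRNA. The *ESR2* means were 0.154 FPKM in the control and 0.259 FPKM with Dip G, near the filter, and its rise was 0.13 with a pseudocount of 1. *CDH2* (0.00795 and 0.0411 FPKM), *ALDH1A1* (0.0375 and 0.0456 FPKM) and *ESR1* (0.0349 and 0.0195 FPKM, control and Dip G means) were below the filter, and *NANOG* was listed at 0 in all 6 libraries. For the increased genes of Supplementary Table S1, the FPKM ratio divided by the paper's fold change had a median of 1.13, and for the decreased genes 1.11. After median-ratio scaling the medians were 1.02 and 0.997. The paper's fold changes were thus nearer to those after median-ratio scaling. No biological explanation was tested for these values.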
